# The systematic analysis of coding and long non-coding RNAs in the sub-chronic and chronic stages of spinal cord injury

**DOI:** 10.1038/srep41008

**Published:** 2017-01-20

**Authors:** Raquel Cuevas-Diaz Duran, Han Yan, Yiyan Zheng, Xingfan Huang, Raymond Grill, Dong H. Kim, Qilin Cao, Jia Qian Wu

## Abstract

Spinal cord injury (SCI) remains one of the most debilitating neurological disorders and the majority of SCI patients are in the chronic phase. Previous studies of SCI have usually focused on few genes and pathways at a time. In particular, the biological roles of long non-coding RNAs (lncRNAs) have never been characterized in SCI. Our study is the first to comprehensively investigate alterations in the expression of both coding and long non-coding genes in the sub-chronic and chronic stages of SCI using RNA-Sequencing. Through pathway analysis and network construction, the functions of differentially expressed genes were analyzed systematically. Furthermore, we predicted the potential regulatory function of non-coding transcripts, revealed enriched motifs of transcription factors in the upstream regulatory regions of differentially expressed lncRNAs, and identified differentially expressed lncRNAs homologous to human genomic regions which contain single-nucleotide polymorphisms associated with diseases. Overall, these results revealed critical pathways and networks that exhibit sustained alterations at the sub-chronic and chronic stages of SCI, highlighting the temporal regulation of pathological processes including astrogliosis. This study also provided an unprecedented resource and a new catalogue of lncRNAs potentially involved in the regulation and progression of SCI.

Spinal cord injury (SCI) is one of the most debilitating neurological diseases. In the United States, SCI affects more than 300,000 people, and approximately 11,000 new SCI cases occur every year^1^. The majority of SCI patients are in the chronic phase of SCI because of the lack of cure^2^. Despite the efforts devoted to treatment and patient care, there are still no effective therapeutic solutions for SCI. Understanding the underlying cellular and molecular mechanisms, and particularly the regulation of SCI pathophysiological events in a systemic manner, is critical for developing promising treatment strategies.

So far, few studies have attempted to understand the altered expression of genes related to SCI at a global level and most of these studies have used microarrays^3^,^4^. Compared to microarrays, RNA-Sequencing (RNA-Seq) possesses several advantages, such as a larger dynamic range of detection, higher sensitivity and specificity, and an enhanced ability to interrogate any location in the genome^5^. Previous work in our lab has demonstrated the power of RNA-Seq technology in characterizing the transcriptomic alterations in mouse contusive SCI models via integrated transcriptomic and network analyses, which revealed new pathways and candidate molecular targets for acute and sub-acute SCI^6^. In this study, we investigated the molecular mechanisms of the sub-chronic and chronic SCI in rat models by examining the changes in expression of both protein-coding and long non-coding genes at 1 month (1 M), 3 months (3 M), and 6 months (6 M) after injury, respectively. Our results demonstrated that a high level of transcriptional disturbance persists during the sub-chronic and chronic injury phases, with many genes enriched in pathways such as immune and inflammatory responses, as well as gliosis.

Genome-wide analyses have indicated that non-coding RNAs comprise a major part of the genome and revealed another essential dimension of gene regulation^7^. A large number of lncRNAs (over 200 nt in length) have been discovered in recent years and been shown to play critical roles in various biological processes including central nervous system development^8^,^9^ and diseases^10^,^11^. Rat lncRNAs have never been studied in SCI. In the current study, we thoroughly annotated the characteristics of lncRNAs in the rat genome, and predicted the potential regulatory function of these non-coding transcripts by correlating the differential expression patterns of lncRNAs with those of protein-coding genes. Further, we searched for transcription factor (TF) motifs enriched in the upstream regulatory regions of these differentially expressed (DE) lncRNAs, and identified DE lncRNAs that are homologous to human genomic regions which contain single-nucleotide polymorphisms (SNPs) associated with neurological diseases.

In summary, this is the first comprehensive study using RNA-Seq to analyze the transcriptomic alterations of both coding and long non-coding genes in the sub-chronic and chronic stages of SCI. It provided a new perspective for the SCI field and a catalogue of lncRNAs potentially involved in the regulation and progression of this disorder.

## Results

### Overview of the rat transcriptome

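Spinal cord tissue of female Sprague-Dawley rats was sequenced from 4 groups. Control rats had a sham operation, a laminectomy without contusion, and were collected 6 months later. Rats with spinal cord injury (SCI) received a contusion of 150 kdyn at the T9 vertebra, which the authors call moderate, and were collected at 1 M, 3 M or 6 M. Tissue of 3 rats was pooled into each library, so a replicate is a pool of different rats. The tables analysed here hold 3 libraries each of control, 1 M and 3 M and 2 libraries of 6 M, and the 6 M library that the authors excluded as an outlier was not analysed here. Table S1 gives the processing batches. Of the controls, replicates 1 and 2 were in batch 1 and replicate 3 in batch 5. The 1 M replicates 1 and 2 and all 3 M replicates were in batch 2, 1 M replicate 3 was in batch 3, and both 6 M replicates were in batch 4. No batch held both control and SCI libraries, so batch and injury cannot be told apart in any comparison with control, and only 3 M against 1 M can be computed within a batch. Controls were collected at 6 months, so 1 M and 3 M rats also differed from them in age. The authors prepared poly-A selected libraries for paired-end sequencing, aligned the reads with TopHat2 2.1.0, counted reads per gene with HTSeq-count, whose version and strand setting are not given in the sources used here, and estimated FPKM with Cufflinks 2.2.1. The submitters' processing notes also name CASAVA 1.7. Counts and FPKM of 30443 genes (22075 protein-coding, 8368 lncRNA) were taken as deposited. Genes with FPKM over 1 in at least 1 library were tested with edgeR's quasi-likelihood test on the counts in 1 fit over the 11 libraries, scaled by TMM (trimmed mean of M values). A DEG had a fold change over 2 and an adjusted p under 0.01 (Benjamini-Hochberg), which are the thresholds of the authors, who ran DESeq pairwise. A single named gene is said to have risen or fallen where its adjusted p against control was under 0.05. Log2 fold changes are given ± SE, taken as the size of the log2 fold change divided by the square root of edgeR's F. This SE rests on the spread estimated in the fit over the 11 libraries, not on that within the compared groups alone. CPM are given ± SD over the libraries of a group, with n = 3 libraries for control, 1 M and 3 M and n = 2 for 6 M.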

We mapped the sequenced reads to the Ensembl rat reference genome and transcriptome (Rnor6). Due to a lack of a comprehensive rat lncRNAs database, we combined the known and predicted lncRNA annotations from Ensembl and NCBI. 

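The count tables held a median of 23384218 counts per library. The controls were the shallowest, with 11663845, 10057646 and 19241259 counts in replicates 1, 2 and 3. The 1 M libraries held 49986531, 25715030 and 22925109, the 3 M libraries 25480103, 26060424 and 23384218, and the 6 M libraries 21430564 and 29565174. The total of 1 M replicate 1 exceeds the number of read pairs that Table S1 lists for it, and the other libraries lie below theirs. A gene at 0 counts in a library may lie anywhere below the level of 3 counts, which was 0.171 to 0.356 CPM in the controls and 0.0607 to 0.133 CPM in the SCI libraries. Low genes are thus harder to see in the controls. These floors cover counting error only. The tested genes held 99.4% to 99.6% of the counts of a library, and the 20 highest genes 13.0% to 16.1%.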

On average, samples had 33.6 million reads with a standard deviation of 7.7 million reads (see Supplementary Table S1 for a detailed description of the number of reads, mapping rate, and processing batch for all samples). Approximately 91.1% of all fragments were mapped to the rat reference genome. Pairwise Pearson correlation coefficients among all samples were calculated based on the log2 transformed and quantile normalized FPKM (Fragments Per Kilobase of transcript per Million mapped reads) value of 30,443 genes. 

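Pairwise Pearson correlations were computed across the 14867 expressed genes from log2-transformed quantile-normalized FPKM, with FPKM below 0.1 set to 0.1. Over the 10 pairs of replicates the mean was 0.974 (SE 0.00317), from 0.952 to 0.986. The 3 control pairs had a mean of 0.963, the 1 M pairs 0.979 and the 3 M pairs 0.981, and the single 6 M pair had 0.973. Genes are not independent replicates, so no p-value is attached. The value depends on how low genes enter, with 0.989 over all genes in the table and 0.986 on log2(FPKM + 1). Each pair of replicates differed by more than the sampling noise of its counts, with a chi-square per gene of 9.46 to 73.3, so none was a repeat of the same library.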

The average correlation coefficient for pairwise comparisons of replicates at each time point was 0.984 with a standard error of 0.005, indicating a high level of consistency among biological replicates. The Pearson correlation matrix for all samples is included in Supplementary Table S1. Based on Euclidean distance of transformed FPKM values, a consensus dendrogram was constructed (Fig. 1A). 

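Libraries of 3 M and 6 M correlated at 0.976 on average over 6 pairs, from 0.969 to 0.980. The mean was 0.964 over 9 pairs of 1 M and 3 M and 0.955 over 6 pairs of 1 M and 6 M. Against control, the means were 0.902 for 1 M, 0.880 for 3 M and 0.893 for 6 M. A tree was built from these correlations by average linkage, where the paper used Euclidean distances. It had the 3 controls on one branch and the 8 SCI libraries on the other. The next split separated control replicate 2 from controls 1 and 3. Tested gene by gene with edgeR, 3 M differed from 1 M in 94 genes at the thresholds of a DEG and 6 M from 1 M in 266, while 6 M against 3 M gave 0 genes, with 1043 genes at an unadjusted p under 0.05 and with 24 genes called by DESeq2 and 2 by limma. The numbers against 1 M depend on single libraries. Leaving out one library at a time gave 1 to 338 genes for 3 M against 1 M and 0 to 740 for 6 M against 1 M, with the lowest without 1 M replicate 1 or 3 M replicate 1 and without 6 M replicate 2, and the highest without 6 M replicate 1.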

The most discriminant tree branches represent control and SCI samples; Within the SCI samples, 3 M and 6 M had the highest similarity. Using the Washington University Epigenome Browser^12^, we set up an interactive, searchable database to display gene expression levels of SCI samples at all time points and made it freely available to the research community. Protein-coding genes and lncRNAs are exhibited as separate tracks (http://jiaqianwulab.org/ratSCI/ratSCI.html).

Gene expression levels (FPKM) and raw count data matrices were generated for downstream analyses (Supplementary Table S2). A gene was considered expressed if the FPKM > 1 in at least one of the samples. This filtering process yielded 13,847 expressed protein-coding genes and 1,035 expressed lncRNA genes.

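Here 13832 protein-coding genes and 1035 lncRNAs passed FPKM over 1 in at least 1 of the 11 libraries, of 22075 and 8368 in the tables. Per library, 11741 to 13758 genes had FPKM over 1, with the fewest in control replicate 2 and the most in 3 M replicate 1. Of all genes, 24791 had at least 1 count in some library. Of the genes that passed, 60 had 0 counts in every library, and 25 of these had FPKM over 1 in all libraries. Among them were the endothelial tight junction gene Cldn5, the ribosomal protein gene Rpl10a and the chemokine receptor gene Ccr2, all listed at 0 counts. Such genes could not be called by a test on counts, so they are not reported as unchanged. Where a gene list holds such a gene, it still counts among the measured members, although it could neither rise nor fall.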

### Transcriptomic dynamics in the sub-chronic and chronic phases of SCI

Analysis of differential gene expression was performed by comparing the expression of all genes at each time point, both protein-coding and long non-coding, to that of the control group. The numbers of DE genes (DEGs) in each category are summarized in Table 1. 

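At 1 M, 1471 protein-coding genes were upregulated and 921 downregulated. The numbers were 1787 and 1468 at 3 M and 1482 and 1305 at 6 M. Of the lncRNAs, 89, 100 and 91 were upregulated and 122, 158 and 116 downregulated at 1 M, 3 M and 6 M. Upregulated genes included Lgals3, which encodes the phagocyte lectin galectin-3, at log2 fold changes of 3.55 ± 0.21 at 1 M, 3.65 ± 0.21 at 3 M and 3.21 ± 0.22 at 6 M, the integrin gene Itgax at 3.92 ± 0.26, 3.37 ± 0.26 and 2.99 ± 0.27, and the cholesterol exporter gene Abca1 at 3.29 ± 0.12, 3.46 ± 0.12 and 2.63 ± 0.12. The lncRNA LOC102548282 was upregulated, at 5.76 ± 0.36, 4.75 ± 0.36 and 4.69 ± 0.38. Sema4d, a semaphorin made by oligodendrocytes, was downregulated, at -1.39 ± 0.086, -1.76 ± 0.087 and -1.77 ± 0.10 (largest adjusted p of these 5 genes = 3.18e-05, edgeR). The balance between directions depends on the scaling. With total counts in place of TMM, 1931 protein-coding genes were upregulated and 447 downregulated at 1 M, 2431 and 1046 at 3 M, and 2046 and 908 at 6 M. This scaling moved the log2 fold change of the median gene by 0.218, 0.223 and 0.220, upper-quartile scaling by 0.123, 0.131 and 0.130, testing without the FPKM filter by 0.128, 0.118 and 0.103, and limma on log2(FPKM + 1), a test of FPKM rather than counts, by 0.279, 0.326 and 0.301. All changes are relative to the TMM scale unless another is named. The DEG numbers at 1 M were lower with 1 batch per group (without control replicate 3 and 1 M replicate 3), at 1505 protein-coding genes and 95 lncRNAs, and those at 6 M were lower without 6 M replicate 2, at 1747 and 100. Without control replicate 2, 139 lncRNAs were called at 1 M.

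**Figure D1:**
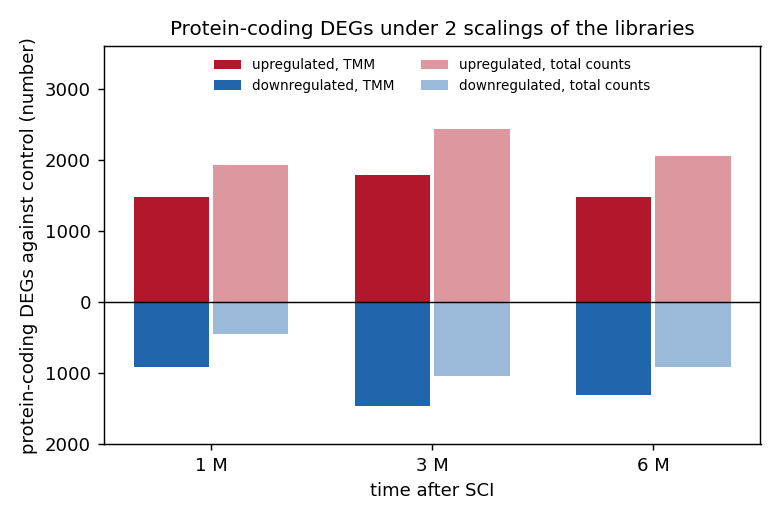
Number of upregulated (above 0) and downregulated (below 0) protein-coding DEGs at 1 M, 3 M and 6 M against control, with libraries scaled by TMM and by total counts. With TMM the bars at 1 M stand at 1471 upregulated and 921 downregulated genes, and with total counts at 1931 and 447.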

A list of DE protein-coding (4,633) and lncRNA (277) genes from all time points was compiled and used for further analysis. 

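Here 3856 protein-coding genes and 319 lncRNAs were called at 1 or more time points, and none of them was called in opposite directions at different times. Of the lncRNAs, 36 were called at 1 M alone, 36 at 3 M alone and 20 at 6 M alone, and 130 at all 3 time points. The lncRNA LOC102549608 rose at log2 fold changes of 1.54 ± 0.25 at 1 M, 2.14 ± 0.25 at 3 M and 1.58 ± 0.27 at 6 M, from 2.35 ± 0.830 CPM in control to 10.8 ± 1.14 at 3 M. The lncRNA ENSRNOG00000061365 rose as well, at 1.75 ± 0.32, 2.05 ± 0.32 and 1.50 ± 0.34 (largest adjusted p of both = 0.00430, edgeR). Both are shown in Fig. 2. How many changes such a test finds was measured on simulated counts with the means and library sizes of the real genes. The changed genes were drawn only from well-counted genes, and each gene had the average spread of its level. The shares below may therefore be too high for low genes, such as many lncRNAs. For 1 M against control, 83% of the genes changed by a factor of 2 had an adjusted p under 0.05 (edgeR), and for 6 M, with 2 libraries, 77%. Such a change lies on the fold threshold of a DEG, so 39% and 46% of these genes were called. Of the genes changed by a factor of 4, 97% and 97% were.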

A complete list of DEGs at each time point and those that either overlap among all three time points or are unique to one time point is provided in Supplementary Table S3. 

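Marker genes of neurons and oligodendrocytes fell after SCI, and those of microglia and macrophages rose. Of all 14867 tested genes, 3797, 4420 and 3991 rose at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR). Those that fell numbered 4686, 4664 and 4049, so list counts near these shares do not stand out. Of 13 measured neuron markers, 11, 12 and 12 fell at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR; 11, 12 and 12 adjusted over the list alone), and 1 rose at 1 M. Nefh, the heavy neurofilament of large axons, had log2 fold changes of -1.73 ± 0.42 at 1 M, -2.88 ± 0.44 at 3 M and -3.21 ± 0.53 at 6 M, and Syp, which encodes the synaptic vesicle protein synaptophysin, -1.43 ± 0.32, -2.50 ± 0.33 and -2.33 ± 0.38. Prph, the peripherin gene of motor neurons, had -1.51 ± 0.29, -2.51 ± 0.30 and -2.93 ± 0.36, within a motor neuron list of which 4, 5 and 5 of 5 genes fell (the same numbers adjusted over the list alone). Of 20 oligodendrocyte genes, 17, 17 and 17 fell and none rose (18, 17 and 17 adjusted over the list alone), among them Mog, a protein of the myelin surface, at -1.33 ± 0.10, -1.53 ± 0.10 and -1.28 ± 0.11, and Fa2h, an enzyme of myelin lipid synthesis, at -1.77 ± 0.091, -1.88 ± 0.091 and -1.66 ± 0.10. Of 14 microglia genes, 12, 12 and 12 rose (13, 12 and 12 adjusted over the list alone). Trem2, a lipid receptor of phagocytic microglia, had 2.30 ± 0.19, 1.89 ± 0.19 and 1.47 ± 0.20, and Cx3cr1, the fractalkine receptor, 2.32 ± 0.24, 1.71 ± 0.24 and 1.72 ± 0.25 (largest adjusted p of these genes = 0.00580, edgeR). Of 17 macrophage genes, 16, 14 and 14 rose (16, 14 and 14 adjusted over the list alone). Of 8 T cell genes, 2, 5 and 3 rose (2, 5 and 3 adjusted over the list alone), with Cd8a, the coreceptor of cytotoxic T cells, at 3.93 ± 0.46, 3.50 ± 0.47 and 2.27 ± 0.51 (largest adjusted p = 0.00399, edgeR). The general astrocyte list moved both ways, with 4, 3 and 4 of 14 genes higher and 3, 2 and 0 lower, the same adjusted over the list alone. Its bicarbonate transporter gene Slc4a4 rose by 2.11 ± 0.36, 2.17 ± 0.36 and 1.71 ± 0.39 (largest adjusted p = 0.00407, edgeR). Of 12 endothelial genes, 5, 8 and 8 rose and none fell (the same adjusted over the list alone). Some of these markers were tabulated by the authors from the same samples, so they are not independent evidence for their list.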

Expression profiles of genes that code for selected specific cell markers^13^,^14^,^15^ are available in Supplementary Table S4.

Enriched canonical pathways at each time point generated by using Ingenuity Pathway Analysis (IPA), including gene members for each pathway, are available in Supplementary Table S5. As shown in the Venn diagram (Fig. 1B), 2,055 DEGs overlapped among all three time points. 

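Here 1791 genes (1661 protein-coding, 130 lncRNA) were DEGs at all 3 time points, 987 upregulated and 804 downregulated. They include Cd68, a lysosomal protein of phagocytes, at log2 fold changes of 5.37 ± 0.22 at 1 M, 4.52 ± 0.21 at 3 M and 3.25 ± 0.22 at 6 M, and Clec7a, the receptor dectin-1 of activated microglia, at 4.91 ± 0.24, 4.48 ± 0.24 and 3.91 ± 0.25 (largest adjusted p of both = 7.78e-06, edgeR). Independent lists of these sizes would share 21.0 upregulated and 10.9 downregulated genes. The 3 comparisons use the same control libraries, so chance deviations of the controls enter all of them. In 20 simulations the counts of all 11 libraries, controls included, were redrawn from 1 mean per gene. In these, 0 genes were called by edgeR at all 3 times. No gene was changed in them, so hardly any call was possible at any time. The 0 therefore does not show how many shared calls the common controls add where many genes change. Genes were drawn independently and without a batch effect, so the simulations cannot show what batch adds to the overlap. 1 M and 3 M shared 1277 upregulated and 917 downregulated genes (independent lists 198 and 114), with a correlation of log2 fold changes of 0.897 (simulated 0.595) and a covariance of 0.898 (simulated 0.0506) across all tested genes. 3 M and 6 M shared 1393 and 1301 (199.7 and 155), with a correlation of log2 fold changes of 0.938 (simulated 0.530) and a covariance of 1.00 (simulated 0.0498). 1 M and 6 M shared 1012 and 826 (165 and 99.7), with a correlation of log2 fold changes of 0.849 (simulated 0.537) and a covariance of 0.802 (simulated 0.0496). The 3 controls cannot be split into 2 sets of 2 libraries, so part of the excess may come from the shared controls. When each time was fitted with the controls alone, 1134 genes were called at all 3 times.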

The most enriched pathways throughout the sub-chronic and chronic stages include fibrosis, immune responses, and inflammatory responses. 

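Genes of the extracellular matrix, complement, Toll-like receptor signaling, chemokines and the interferon response rose after SCI. Of 15 measured collagens outside the basement membrane, 10, 15 and 9 rose at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR; 12, 15 and 9 adjusted over the list alone). Col5a2, a fibrillar collagen, had log2 fold changes of 1.03 ± 0.20 at 1 M, 1.40 ± 0.20 at 3 M and 1.31 ± 0.22 at 6 M. Of 15 complement genes, 15, 14 and 14 rose (15, 15 and 14 adjusted over the list alone), among them Serping1, the C1 inhibitor, at 1.80 ± 0.17, 2.32 ± 0.18 and 2.19 ± 0.19, and Itgb2, a chain of the complement receptors of phagocytes, at 2.85 ± 0.12, 1.87 ± 0.12 and 1.65 ± 0.13. Of 17 genes of Toll-like receptor and NF-κB signaling, 15, 17 and 16 rose (16, 17 and 17 adjusted over the list alone), with Tlr2, a receptor for bacterial lipoproteins, at 1.69 ± 0.15, 1.39 ± 0.15 and 1.30 ± 0.16, Tlr7, a receptor for RNA, at 2.098 ± 0.11, 1.82 ± 0.11 and 1.89 ± 0.12, and the adaptor Myd88 at 1.20 ± 0.12, 1.31 ± 0.12 and 1.10 ± 0.13. Of 14 chemokine and receptor genes, 10, 11 and 11 rose and 1 fell at 1 M (10, 11 and 11 and 1 adjusted over the list alone). Ccl2, which attracts monocytes, had 2.56 ± 0.33, 3.25 ± 0.33 and 3.01 ± 0.35, and Cxcl16, which attracts T cells, 1.46 ± 0.17, 1.60 ± 0.17 and 1.44 ± 0.18. Of 17 interferon-responsive genes, 17, 16 and 16 rose (17, 17 and 17 adjusted over the list alone), with the antiviral gene Mx1 at 3.40 ± 0.31, 2.48 ± 0.30 and 2.65 ± 0.32 and the transcription factor gene Irf7 at 1.88 ± 0.27, 1.54 ± 0.27 and 1.51 ± 0.29 (largest adjusted p of the genes named so far = 0.00156, edgeR). MHC class II genes, by contrast, passed the test in 1, 1 and 1 of 6 cases (1, 0 and 0 adjusted over the list alone), and Cd74, the invariant chain, had 0.17 ± 0.36, 0.10 ± 0.36 and -0.45 ± 0.41 (smallest adjusted p = 0.372, edgeR). Of 11 granulocyte markers, 9, 4 and 10 fell and 1, 1 and 1 rose (9, 2 and 10 and 1, 1 and 1 adjusted over the list alone), with Prg2, a granule protein of eosinophils, at -3.02 ± 0.53, -3.11 ± 0.54 and -5.56 ± 0.79 (largest adjusted p = 9.22e-04, edgeR). The 4 tested bone and cartilage genes had median log2 fold changes of -1.03, -1.13 and -1.50 at 1 M, 3 M and 6 M. The 3 tested B and plasma cell genes had 0.27, 0.27 and -2.19. On so few genes, other tissue brought along with the control cords cannot be told apart from a loss of granulocytes. A set test over 51 gene lists (camera with a preset inter-gene correlation of 0.01) called 95 of 153 combinations of list and time. With an estimated correlation it called 0, so the lists are described by their counts of members. Genes of a list that move together can raise such counts too, so they do not stand in for a set test. Of all 14867 tested genes, 3797, 4420 and 3991 rose and 4686, 4664 and 4049 fell at the same limit (edgeR). The basement membrane list at 3 M, for example, had an adjusted p = 1.24e-05 with the preset and an adjusted p = 0.398 with an estimated correlation (camera in limma).

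**Figure D2:**
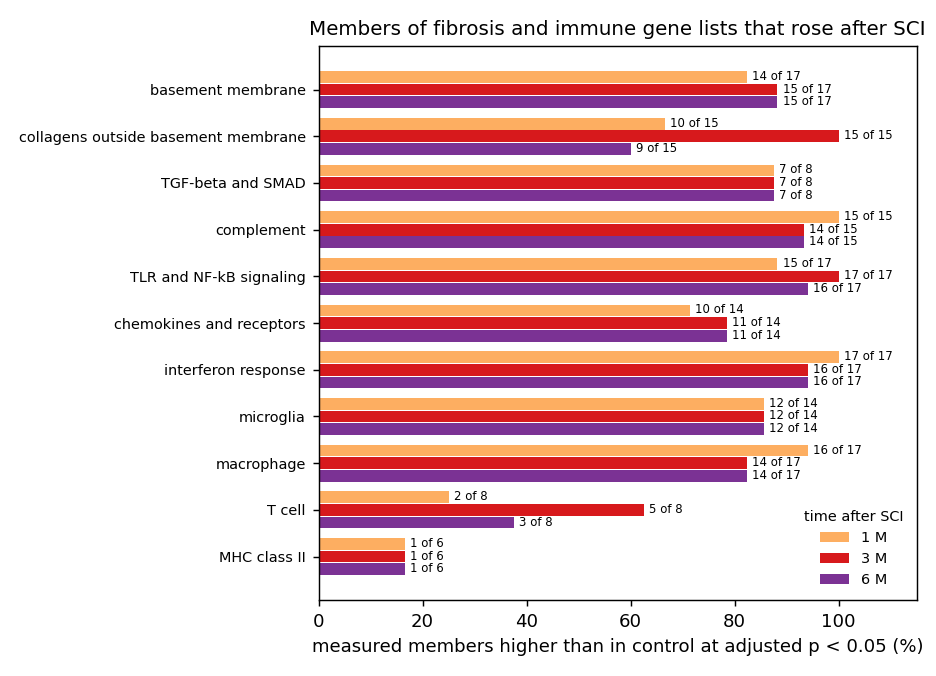
Percent of the measured members of 11 gene lists that rose (adjusted p under 0.05, edgeR) at 1 M, 3 M and 6 M against control, with the number of members that rose written beside each bar. Complement and Toll-like receptor genes rose in nearly all members, 15 of 15 and 15 of 17 at 1 M, and MHC class II genes in 1 of 6.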

Notably, cell cycle-related pathways are highly enriched in 401 genes that were differentially expressed only at 1 M.

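Of 25 measured cell cycle genes, 20, 10 and 7 rose at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR; 20, 9 and 7 adjusted over the list alone), and 15, 2 and 2 reached the thresholds of a DEG. Mki67, the proliferation marker Ki-67, had log2 fold changes of 1.61 ± 0.21 at 1 M, 0.98 ± 0.21 at 3 M and 0.16 ± 0.23 at 6 M (adjusted p = 1.62e-04, 0.00225 and 0.588, edgeR). Plk1, a mitotic kinase, had 1.05 ± 0.28, 0.36 ± 0.28 and 0.12 ± 0.31 (adjusted p = 0.00839, 0.285 and 0.761, edgeR). The difference between times was tested directly. Against 1 M, 4 of the genes were lower at 3 M and 8 at 6 M, and none was higher (edgeR; 12 and 17 adjusted over the list alone), with median differences of -0.43 and -0.60 on the log2 scale. Within batch 2, which held 2 libraries of 1 M and 3 of 3 M, the median difference was -0.59, and 2 genes were lower at 3 M. Here 362 genes were DEGs only at 1 M, 258 upregulated and 104 downregulated. Of these, 296 had an adjusted p under 0.05 at 3 M or 6 M too, and 67 differed from 1 M at both later times. A cluster of 259 DEGs with its peak at 1 M held 14 of 25 tested cell cycle genes (expected 0.436, adjusted p = 8.00e-17, one-sided Fisher's exact test against all tested genes). This test takes genes as independent and sets DEGs against all tested genes, so it favours any list that changed. Its p may be too small, here and for the other cluster overlaps. The number of DEGs only at 1 M was 223 without 1 M replicate 3, 164 with 1 batch per group and 241 with limma on FPKM.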

Examining genes with the highest fold-change at each time point can provide insights into the major pathological events at different stages of SCI. Some of the top 10 DEGs (Supplementary Table S6) are well annotated in SCI or other neurological disorders, while others, including the lncRNAs, are less studied and require further investigation. 

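Sost, which encodes the WNT inhibitor sclerostin of bone cells, had 0 counts in the 3 controls and 7.72 ± 1.48 CPM at 1 M, 5.84 ± 0.337 at 3 M and 1.53 ± 0.411 at 6 M, which is at least 94.4-, 71.5- and 18.7-fold higher than 3 counts in the 3 control libraries together. Gpnmb, a glycoprotein of lipid-laden phagocytes, rose from 24.1 ± 2.05 CPM in control to 1662 ± 423 at 1 M, with log2 fold changes of 6.11 ± 0.20 at 1 M, 5.56 ± 0.20 at 3 M and 4.58 ± 0.19 at 6 M. Fcrl2, an Fc receptor-like gene, had 5.89 ± 0.23, 5.54 ± 0.23 and 5.29 ± 0.23, and Lilrb4, an inhibitory receptor of myeloid cells, 5.75 ± 0.23, 5.32 ± 0.23 and 4.28 ± 0.24 (largest adjusted p of these 3 genes = 2.69e-06, edgeR). Both belong to families of similar genes that may share reads. Ucn, the stress peptide urocortin, had 436 counts at 1 M and 1 in the controls, a ratio per effective library size of 158 with a 95% exact counting interval of 28.3 to 6273. Its adjusted p was 5.45e-05 at 1 M, 0.0996 at 3 M and 0.219 at 6 M (edgeR). Without 1 M replicate 3, its adjusted p at 3 M was 0.0402 (edgeR). Among the genes with the lowest fold changes, Hspb3, a small heat shock protein, had 34 counts in the controls and 1 at 3 M, a ratio of 72.2 between control and 3 M (95% exact counting interval 12.1 to 2934, adjusted p = 3.58e-04, edgeR). Cacng2, the AMPA receptor subunit stargazin, fell by 2.102, 3.72 and 4.07 on the log2 scale at 1 M, 3 M and 6 M (largest adjusted p = 0.00112, edgeR). The protein-coding gene LOC100909555 fell from 13645 ± 6444 CPM in control to 2961 ± 1945, 1329 ± 344 and 740.0 ± 377 (largest adjusted p = 0.00477, edgeR). Of the lncRNAs, ENSRNOG00000053946 had 2.33 ± 0.64, 2.60 ± 0.64 and 5.35 ± 0.61 at 1 M, 3 M and 6 M (largest adjusted p = 0.0106, edgeR).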

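Mmp12 (ENSRNOG00000030187), a macrophage elastase, had 1 count in the 3 controls together, and 948, 554 and 377 counts in the 1 M, 3 M and 6 M libraries. Per effective library size this is 345 times the control level at 1 M, with a 95% exact counting interval of 61.7 to 13622, 261 times at 3 M (46.6 to 10325) and 262 times at 6 M (46.8 to 10383). The largest adjusted p was 5.96e-05 (edgeR). Scd1 (ENSRNOG00000013552), which encodes a desaturase of fatty acid synthesis, stood at 286 ± 25.1 CPM in control and at 39.2 ± 16.7, 18.5 ± 0.504 and 20.5 ± 3.42 CPM at 1 M, 3 M and 6 M. Its log2 fold changes were -2.87 ± 0.25, -3.95 ± 0.26 and -3.80 ± 0.31 (largest adjusted p = 1.98e-05, edgeR). Reads of Scd1 may be shared with its close relative Scd2.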

Matrix metalloproteinase-12 (*Mmp12*), an extracellular matrix enzyme involved in blood-brain barrier disruption and CNS repair^16^, was significantly upregulated from 1 M through 6 M. Expression of *Scd1*, which encodes an enzyme controlled by sterol regulatory element binding proteins (SREBPs), was significantly decreased at all three time points examined. Interestingly, other genes that are regulated by SREBP in a similar manner and involved in myelination^17^, including *Hmgcr, Hmgcs1*, and *Fdps*, together with genes coding for SREBPs, were also significantly downregulated at multiple time points. Therefore we selected a subset of the top 10 DEGs (*Gpnmb, Lilrb4*, and *Scd1*) and aforementioned *Scd1*-associated genes for qPCR validation of differential expression. 

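All 20 measured genes of cholesterol biosynthesis fell at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR, and the same adjusted over the list alone). Hmgcs1, which encodes an early synthase of the pathway, had log2 fold changes of -2.55 ± 0.14 at 1 M, -3.29 ± 0.15 at 3 M and -2.35 ± 0.16 at 6 M, and Fdps, the farnesyl diphosphate synthase, -2.08 ± 0.12, -2.47 ± 0.12 and -2.04 ± 0.14. Between times, 8 of the genes were lower at 3 M than at 1 M and 2 were higher at 6 M than at 3 M (edgeR; 14 and 15 adjusted over the list alone). The genes of the SREBPs themselves moved apart. Srebf2, the main regulator of cholesterol genes, fell, at -1.12 ± 0.091, -1.12 ± 0.091 and -0.82 ± 0.10, and Srebf1, the main regulator of fatty acid genes, rose, at 1.01 ± 0.091, 2.23 ± 0.094 and 1.38 ± 0.10 (largest adjusted p of these 4 genes = 1.54e-04, edgeR). Of 10 further SREBP targets of lipid metabolism, 7, 6 and 6 fell and 0, 0 and 1 rose (the same adjusted over the list alone). Insig1, a brake on SREBP processing, had -2.04 ± 0.094, -2.34 ± 0.10 and -1.54 ± 0.11 (largest adjusted p = 8.02e-06, edgeR).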

The fold-change in expression indicated by qPCR is very similar to the FPKM fold-change determined by RNA-Seq (Fig. 2).

### Identification of enriched gene sets by clustering analysis

Hierarchical clustering was performed to obtain an overview of the temporal expression dynamics of DEGs with fold-change (FC) > 2 and FDR < 0.01. The analysis resulted in five clusters among 4,910 genes (4,633 protein-coding and 277 lncRNA) (Fig. 1C; Supplementary Table S7). Cluster 1 consists of 790 protein-coding genes and 79 lncRNAs whose expression displayed gradual downregulation from control to sub-chronic and chronic stages. Enriched gene sets in this cluster are related to the neuronal system (synapse, synaptic transmission, and axon), myelin sheath, and cholesterol biosynthesis, and are likely downregulated due to neural cell death and demyelination that occur upon SCI. 

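Ward clustering of the 4175 DEGs, in the authors' way, gave 5 clusters, of which 2 held genes that were highest in control. The larger one, with 1049 protein-coding genes and 142 lncRNAs, was low at every time after SCI, with median z-scores of 1.43 in control, -0.35 at 1 M, -0.77 at 3 M and -0.50 at 6 M. It held 17 of 20 cholesterol genes, 10 of 20 oligodendrocyte genes and 33 of 72 genes of oxidative phosphorylation. The other, with 583 protein-coding genes and 36 lncRNAs, was lower at 3 M and 6 M than at 1 M, with median z-scores of 1.27 in control, 0.18 at 1 M, -0.87 at 3 M and -0.87 at 6 M. It held 22 of 29 genes of synaptic transmission, 12 of 13 neuron markers and 4 of 5 motor neuron markers (largest adjusted p of these 6 overlaps = 1.84e-04, one-sided Fisher's exact test against all tested genes). The test takes genes as independent and favours any list that changed, since the clusters hold only DEGs. Slc32a1, the vesicular transporter of GABA and glycine, had log2 fold changes of -1.50 ± 0.36 at 1 M, -2.82 ± 0.38 at 3 M and -2.60 ± 0.44 at 6 M. The synaptic vesicle genes Cplx1 and Sv2a had -1.83 ± 0.42, -3.22 ± 0.45 and -3.21 ± 0.53 and -1.05 ± 0.18, -1.73 ± 0.18 and -1.54 ± 0.21, and the potassium channel gene Kcna6 -1.05 ± 0.11, -1.30 ± 0.11 and -1.18 ± 0.13 (largest adjusted p of the 4 genes = 0.00545, edgeR). In all, 21, 27 and 26 of 29 genes of synaptic transmission fell at 1 M, 3 M and 6 M (21, 28 and 27 adjusted over the list alone). Neuron markers differed between times, with 3 of 13 lower at 3 M than at 1 M and a median difference of -1.07 (edgeR; 12 adjusted over the list alone), and within batch 2 a median of -1.15 with 0 past the test. The larger cluster held 551 to 1239 genes when single libraries were left out. From the gene sets of synapse, myelin and cholesterol in its falling cluster, the paper proposes that these genes were downregulated through neural cell death and demyelination after SCI.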

Cluster 2 consists of 540 protein-coding genes and 30 lncRNAs that exhibited significant upregulation at 3 M and reached their highest degree of upregulation at 6 M, and is enriched mostly in genes involved in cellular motility. 

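Genes of motile cilia, which ependymal cells carry along the central canal, mostly rose at 3 M and 6 M. Of 12 measured genes of ependyma and cilia, 2, 9 and 11 rose and 2, 1 and 0 fell at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR; 1, 10 and 11 and 2, 1 and 0 adjusted over the list alone). Dnah11, a dynein motor of the axoneme, had log2 fold changes of 2.00 ± 0.27 at 1 M, 2.39 ± 0.27 at 3 M and 2.44 ± 0.29 at 6 M (adjusted p = 2.00e-04, 4.64e-05 and 1.13e-04, edgeR). Rsph1, a radial spoke protein, had 0.28 ± 0.26, 1.18 ± 0.26 and 1.55 ± 0.28, and Hydin, a part of the central pair, 0.37 ± 0.27, 1.13 ± 0.27 and 1.55 ± 0.29 (largest adjusted p of both at 3 M and 6 M = 0.00410, edgeR). Tested between times, 5 of the genes were higher at 3 M than at 1 M and 9 at 6 M (edgeR; 9 and 10 adjusted over the list alone). Within batch 2, the median difference of 3 M from 1 M was 0.73, with 2 genes past the test. The 6 M libraries form a batch of their own. A cluster of 663 protein-coding genes and 44 lncRNAs with median z-scores of -0.97 in control, -0.51 at 1 M, 0.81 at 3 M and 0.95 at 6 M held 5 of 12 of these genes (expected 0.571, adjusted p = 0.00159, one-sided Fisher's exact test).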

The expression of Cluster 3, which includes 880 protein-coding genes and 46 lncRNAs, displayed gradual upregulation over time. Genes in this cluster are enriched in cell-to-cell interaction pathways including extracellular matrix, focal adhesion, and wound healing. 

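Most basement membrane genes, and a smaller part of the other collagens and of the fibroblast markers, lay in a cluster of 707 DEGs that was highest at 3 M and 6 M. It held 11 of 17 basement membrane genes, 5 of 15 other collagens and 6 of 14 markers of fibroblasts and meninges (largest adjusted p of the 3 overlaps = 0.00513, one-sided Fisher's exact test). The cluster of 1399 DEGs that was highest at 1 M and 3 M held 4 of 17, 5 of 15 and 3 of 14 of them. Of 14 markers of fibroblasts and meninges, 4, 13 and 8 rose and 1, 0 and 0 fell at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR; 4, 13 and 10 and 1, 0 and 0 adjusted over the list alone). Fbln1, a matrix glycoprotein, had log2 fold changes of 0.54 ± 0.11 at 1 M, 1.50 ± 0.11 at 3 M and 1.38 ± 0.12 at 6 M. Igf2, a growth factor of the meninges, had -0.12 ± 0.23, 1.48 ± 0.23 and 1.59 ± 0.25, and Aldh1a2, which makes retinoic acid in the meninges, -0.011 ± 0.20, 1.31 ± 0.20 and 1.42 ± 0.21 (largest adjusted p of the 3 genes at 3 M and 6 M = 5.42e-04, edgeR). Compared directly, 8 of the 14 markers were higher at 3 M than at 1 M, with a median difference of 0.96 (edgeR; 8 adjusted over the list alone). The median was 0.95 within batch 2, with 5 markers past the test.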

The expression of Cluster 4, consisting of 1,420 protein-coding genes and 60 lncRNAs, reached its highest level of upregulation at 1 M, and then gradually returned to the baseline levels. Genes in cluster 4 are highly enriched for epigenetic modification mechanisms such as histone methylation, chromatin modification, methyltransferase activity, and RNA processing. 

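Many chromatin and splicing genes rose by small amounts. Of 33 measured chromatin modifiers, 26, 24 and 15 rose and 1, 2 and 2 fell at 1 M, 3 M and 6 M (adjusted p under 0.05, edgeR; 26, 26 and 15 and 1, 2 and 2 adjusted over the list alone), with median log2 fold changes of 0.54, 0.53 and 0.44. Kat6a, a histone acetyltransferase, had 1.41 ± 0.26 at 1 M, 1.39 ± 0.26 at 3 M and 1.22 ± 0.29 at 6 M. Of 30 genes of RNA splicing, 16, 17 and 18 rose and 1, 0 and 0 fell (16, 17 and 18 and 1, 0 and 0 adjusted over the list alone), with Ddx17, an RNA helicase, at 0.99 ± 0.23, 1.08 ± 0.23 and 1.10 ± 0.25 (largest adjusted p of both genes = 0.00489, edgeR). In the clustering done here, the cluster with its peak at 1 M held 0 of 33 tested chromatin modifiers (expected 0.575, too few to tell). The most, 7 of 33, lay in the cluster with a lasting rise (expected 3.11, adjusted p = 0.241, one-sided Fisher's exact test). Chromatin modifiers are long transcripts, and long genes had higher fold changes here. With the length trend of each library removed, a correction chosen after seeing the data, their medians were 0.20, 0.23 and 0.16, and 15, 16 and 10 of them rose and 5, 5 and 7 fell.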

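The largest cluster found here, with 1326 protein-coding genes and 73 lncRNAs, rose at 1 M and stayed above control, with median z-scores of -1.41 in control, 0.61 at 1 M, 0.58 at 3 M and 0.31 at 6 M. It held 15 of 17 interferon-responsive genes, 11 of 15 complement genes, 11 of 14 microglia genes, 12 of 17 macrophage genes and 9 of 14 chemokine and receptor genes (largest adjusted p of the 5 overlaps = 1.24e-05, one-sided Fisher's exact test). Csf1r, the receptor that keeps microglia and macrophages alive, had log2 fold changes of 1.72 ± 0.13 at 1 M, 1.25 ± 0.12 at 3 M and 1.19 ± 0.14 at 6 M. Tyrobp, the signaling adaptor of Trem2, had 2.30 ± 0.25, 1.78 ± 0.24 and 1.42 ± 0.26, C1qb, a chain of complement C1q, 1.91 ± 0.21, 1.53 ± 0.21 and 1.37 ± 0.22, and Laptm5, a lysosomal protein of blood cells, 1.77 ± 0.13, 1.24 ± 0.13 and 1.07 ± 0.14 (largest adjusted p of the 4 genes = 0.00126, edgeR). Compared with 1 M, 4 of 17 macrophage genes were lower at 3 M and 7 at 6 M (edgeR; 8 and 9 adjusted over the list alone). Within batch 2, 5 were lower at 3 M, with a median difference of -0.45.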

Cluster 5 comprises 1,003 protein-coding genes and 62 lncRNAs that were robustly upregulated at 1 M and remained moderately upregulated at 3 M and 6 M. Cluster 5 is mainly enriched for genes involved in immune and inflammatory responses.

### Characteristics of lncRNAs in the rat genome

#### Distribution of lncRNA loci

We categorized rat lncRNAs according to the location of their genes with respect to the most proximal protein-coding genes, based on a previous classification^18^ with modifications (Fig. 3). The lncRNA genes were first defined as ‘genic’ if they intersect a protein-coding gene, or ‘intergenic’ if they do not. Intergenic lncRNAs were further classified as ‘convergent’ (IC) if transcribed from the same strand or divergent (ID) if transcribed from the opposite strand. Genic lncRNAs were further subdivided into ‘genic exonic’, ‘genic intronic’, or ‘overlapping’, depending on whether they overlap with the exons or introns of a protein-coding gene. Exonic lncRNA genes, which overlap with at least one exon of a protein-coding gene, were categorized as GES if they lie on the same strand as the coding gene or as GEAS if they lie on the opposite strand. Intronic lncRNA genes, which overlap with the intronic region of a protein-coding gene, were further categorized as GIS if they lie on the same strand as the intron of a coding gene, or otherwise called GIAS. If a protein-coding gene is located completely within the intronic region of a lncRNA gene, this lncRNA is categorized as ‘overlapping’, and further classified as GOS if transcribed from the same strand as the coding gene, or GOAS if transcribed from the opposite strand.

Based on the combined lncRNA annotations, the majority of rat lncRNAs (8,875 out of 10,889 or 81.5%) were intergenic (37% IC and 44% ID). The remaining 2,014 lncRNA genes were genic lncRNAs [6.4% exonic (GES 1.9%, GEAS 4.5%), 7.3% intronic (GIS 1.8%, GIAS 5.5%), and 4.8% overlapping (GOS 1.5%, GOAS 3.3%), Fig. 3]. A complete list of annotated lncRNAs, including genomic locations and classifications is available in Supplementary Table S8.

#### ID lncRNAs are located closer to protein-coding genes than are IC lncRNAs

Distribution of the distances from intergenic lncRNAs to their nearest protein-coding gene neighbors showed that ID lncRNAs are closer to their neighbors than are IC lncRNAs. Approximately 21.6% (1,039 out of 4,816) of ID transcripts and 10.4% (424 out of 4,059) of IC transcripts lie within 5 kb of a protein-coding gene (median distance 641 bp compared with 2,235 bp, respectively, *t*-test *p* < 1.41^−29^, Fig. 4A).

#### lncRNAs exhibit specific exonic structure and transcript size compared to protein-coding genes

In our combined annotation there is a compelling tendency of lncRNA transcripts (40%) to have only two exons, whereas for protein-coding transcripts only 7.5% have two exons (Fig. 4B). These results are concordant with previous observations on human and rat lncRNAs^18^,^19^. The transcript size also differs between lncRNAs and protein-coding genes (Fig. 4C). Overall, lncRNA transcripts are shorter than protein-coding genes (median transcript size 1,065 bp compared with 1,810 bp; *t*-test, *p* < 1.23^−145^).

#### Differential expression of lncRNAs after SCI

After finding the DE protein-coding and lncRNA genes with DESeq, we compared their expression patterns at different time points using Kolmogorov-Smirnoff test. 

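Expressed lncRNAs stood well below protein-coding genes in each of the 11 libraries. The median FPKM of the 1035 expressed lncRNAs was 1.10 to 1.58, and that of the 13832 protein-coding genes 5.05 to 8.50, and the Kolmogorov-Smirnov distance between both distributions was 0.358 to 0.506 per library. Among genes called at 1 or more time points, the medians were 1.25 to 1.61 for 319 lncRNAs and 2.48 to 5.68 for 3856 protein-coding genes, with distances of 0.171 to 0.414. Genes within a library are not independent replicates, so no p-value is attached, but the order was the same in 11 of 11 libraries for both sets.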

As illustrated in Fig. 4D, both expressed and DE lncRNAs generally had lower FPKM values compared to expressed and DE protein-coding genes across all time points (*p* < 2.2^−16^). Meanwhile, when comparing the FPKM distributions of all the expressed lncRNAs or DE lncRNAs of SCI samples to those of control samples, the expression levels are significantly higher in SCI samples (1 M, 3 M, and 6 M compared with control for all of the expressed lncRNAs: p < 0.0015, p < 4.88^−8^, and p < 1.8^−6^; and for DE lncRNAs: *p* < 3.94^−5^, 2.89^−10^, and 5.62^−8^, respectively). Similarly, the FPKM distributions of protein-coding genes are also significantly higher in SCI samples than control samples (for all of the expressed protein-coding genes, 1 M, 3 M, and 6 M compared with control: *p* < 8.17^−19^, *p* < 1.1^−42^, and *p* < 7.07^−26^; and for DE protein-coding genes: *p* < 3.47^−47^, *p* < 1.34^−92^, and *p* < 3.14^−62^, respectively). 

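The median FPKM of the expressed lncRNAs was 1.20 ± 0.0814 (SD over libraries) in control, 1.48 ± 0.0276 at 1 M, 1.52 ± 0.0499 at 3 M and 1.49 ± 0.0229 at 6 M. The SCI libraries lay above the controls by 0.33 on the log2 scale (exact permutation test over 165 splits of the 11 libraries, two-sided p = 0.00606, the smallest they allow). For the lncRNAs called at 1 or more time points, the medians were 1.38 ± 0.0811 in control and 1.54 ± 0.0699, 1.45 ± 0.0544 and 1.36 ± 0.154 at 1 M, 3 M and 6 M, a difference of 0.0772 on the log2 scale (exact permutation p = 0.321). Of these lncRNAs, 45.1%, 44.2% and 44.5% had a higher mean FPKM at 1 M, 3 M and 6 M than in control. They were called under TMM in these same libraries, so the permutation is no fair test of them, and they are a set other than the paper's DE lncRNAs. The Kolmogorov-Smirnov distances from control were 0.245, 0.204 and 0.182 for this set and 0.171, 0.185 and 0.168 for all expressed lncRNAs. With FPKM rescaled by the TMM factors, the difference for expressed lncRNAs was 0.10.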

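For expressed protein-coding genes the median FPKM was 5.96 ± 0.858 in control, 7.97 ± 0.207 at 1 M, 8.28 ± 0.187 at 3 M and 7.78 ± 0.163 at 6 M, a difference between SCI and control of 0.44 on the log2 scale. Protein-coding genes called at 1 or more time points went from 3.07 ± 0.543 to 5.46 ± 0.218, 5.26 ± 0.210 and 4.82 ± 0.387, a difference of 0.78 (exact permutation p = 0.00606 for both sets, the smallest that 165 splits allow). The called genes were chosen in these same libraries for differing between SCI and control. Their p was thus favoured in advance and is no support. Expressed genes, lncRNAs included, needed FPKM over 1 in any 1 library, and most libraries were from SCI, which favours genes higher after SCI. FPKM is a share of each library's reads, and after rescaling by the TMM factors the expressed protein-coding genes differed by 0.22. The distances of the distributions from control were 0.105, 0.111 and 0.0925 for expressed and 0.187, 0.176 and 0.149 for called genes at 1 M, 3 M and 6 M.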

As observed in Fig. 4E, most of the 277 DE lncRNAs were classified as ID, IC, or GEAS. Same is true for the 1,035 expressed lncRNAs.

### Inferring potential functions of DE lncRNAs in rat SCI

By correlating the expression profiles of DE lncRNAs with those of protein-coding genes, a ranked list of co-expressed protein-coding genes for each lncRNA was generated. Significantly enriched gene sets were identified using a Gene Set Enrichment Analysis (GSEA) with a false discovery rate (FDR) < 0.25. Figure 5A shows a list of selected DE lncRNAs with high normalized enrichment score (NES) based on the correlation of their expression with that of significantly enriched gene sets. The association matrix of significant gene sets and DE lncRNAs can be found in Supplementary Table S9. Enriched gene sets were classified into five categories including signaling pathways (S), immune response (IR), epigenetic modification (EM), nervous system (N), and extracellular matrix (ECM). A few representative DE lncRNAs in this list were selected for further validation by qPCR to verify their differential expression at multiple time points in the RNA-Seq data (Fig. 2).

The correlation between the expression of DE lncRNAs and that of their closest protein-coding genes was also investigated. All 277 DE lncRNAs were further filtered using two criteria: 1) the nearest protein-coding gene neighbor is also a DEG; and 2) the correlation of expression of the lncRNA and its neighboring protein-coding gene was significant (Pearson correlation, *p* < 0.05). This filtering yielded 77 lncRNAs including 16 GEAS, 2 GES, 3 GIAS, 2 GIS, 6 GOAS, 1 GOS, 22 IC, and 25 ID. Among these 77 lncRNAs, 51 (66%) are located within 5 kb of their significantly co-expressed protein-coding neighbor, 38 of which are transcribed from the antisense strand and 13 from the same strand. 

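All 277 pairs of a lncRNA and its nearest protein-coding gene that Table S10 lists were found in the tables analysed here. In 68 pairs both genes were called at 1 or more time points by edgeR, and 60 of these also had a correlation of FPKM over the 11 libraries with an unadjusted p under 0.05, which are the criteria in the Results of the paper, while its Methods give a p under 0.01 and a limit on r. Control and SCI libraries form separate groups, so a correlation over all 11 libraries largely follows the change after SCI. Over the 8 SCI libraries alone, 20 of the 277 pairs had an adjusted p under 0.05 (exact permutation test, Benjamini-Hochberg over 277 pairs), 19 of them with a positive correlation. The permutation treats libraries of different times and batches as alike, so a shared change over time can also give a low p.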

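Of the 277 pairs of a lncRNA and its nearest protein-coding gene, 204 were positively correlated over the 11 libraries, against a mean of 149 (132 to 170) in 100 draws of as many random pairs. Over the 8 SCI libraries 198 were positive, against 149 (130 to 172) in random pairs, and 185 after the group means were taken out, against 163 (146 to 182). The random pairs joined the same lncRNAs with protein-coding DEGs, while both genes were called in 68 of the 277 pairs, so they are not like for like. Of the 145 pairs within 5 kb, 122 were positive, and of the 34 within 5 kb that passed the criteria in the Results of the paper on the calls made here, 33 were. Genes that overlap may share reads, which can make a correlation positive, and such pairs were not set apart. Over the 8 SCI libraries 32 of these 34 were positive, with a median r of 0.688.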

The expression of most of these neighboring DE lncRNA and protein-coding gene pairs was positively correlated (50 out of 51, 98%). Figure 5B shows representative lncRNAs and their significantly co-expressed protein-coding neighboring genes. A matrix of DE lncRNAs including lncRNA class, their closest protein-coding neighboring gene, the distance between them, and the correlation of their expression is available in Supplementary Table S10. Two example DE lncRNAs with expression significantly correlated to that of their DE protein-coding gene neighbors are depicted in further details (Fig. 5C). *ENSRNOG00000051791* is an IC lncRNA that is transcribed from the same strand as *Cdh11*, which codes for a cadherin membrane protein that mediates calcium-dependent cell-cell adhesion^20^. As shown in the genomic browser view, *ENSRNOG00000051791* and *Cdh11* are only 76 bp apart and display similar temporal changes in expression. 

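Both genes rose at 1 M and 3 M and were highest at 3 M. Table S10 places ENSRNOG00000051791 on chromosome 19 from 2391053 to 2392983 (rat genome Rnor6). Its log2 fold changes were 3.33 ± 0.77 at 1 M, 4.05 ± 0.76 at 3 M and 2.56 ± 0.85 at 6 M (adjusted p = 0.00453, 0.00102 and 0.0262, edgeR), from 0.433 ± 0.244 CPM in control to 6.59 ± 3.59 at 3 M. Cdh11 (ENSRNOG00000013481) had 0.64 ± 0.22, 1.18 ± 0.23 and 0.54 ± 0.25 (adjusted p = 0.0310, 0.00121 and 0.0875, edgeR), from 68.8 ± 15.7 to 156 ± 36.0 CPM. Over the 8 SCI libraries their FPKM correlated with Pearson's r = 0.926 (exact permutation p = 0.00141, 0.0450 after adjustment over 277 pairs) and Spearman's rho = 0.929 (exact permutation p = 0.00223), and without the 2 libraries farthest from the median r was 0.798. The permutation treats libraries of different times as alike, and both genes were highest at 3 M. These values may thus reflect a shared course over time rather than a relation within a time. No batch holds 6 of these libraries, and r within a batch was not computed. With 1 batch per group the tests at 1 M were lost, with adjusted p = 0.0554 for the lncRNA and 0.0927 for Cdh11, and so was that of the lncRNA at 6 M (0.132, edgeR). Cdh11 at 1 M was also lost without control replicate 2 or 1 M replicate 2 or 3 (adjusted p = 0.107, 0.0970 and 0.101, edgeR), and the lncRNA at 6 M without control replicate 2 or 3 or 6 M replicate 1 or 2 (adjusted p = 0.0535, 0.108, 0.0845 and 0.0576, edgeR). At 6 M, Cdh11 passed with total counts (adjusted p = 0.0398, edgeR) and upper-quartile scaling (0.0495, edgeR).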

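The lncRNA LOC102547088 lies on chromosome 12 from 47652029 to 47654082 in Table S10 (Rnor6), with Tchp (ENSRNOG00000001191) at a distance of 0 bp. It rose at log2 fold changes of 1.28 ± 0.14 at 1 M, 1.11 ± 0.14 at 3 M and 0.81 ± 0.15 at 6 M (largest adjusted p = 0.00121, edgeR). Tchp, which encodes the keratin-binding protein trichoplein, had 0.47 ± 0.091, 0.36 ± 0.091 and 0.24 ± 0.10 (adjusted p = 0.00156, 0.00543 and 0.0618, edgeR), and reached the thresholds of a DEG at no time. At 6 M it passed under several alternatives. Among them were total counts (adjusted p = 0.00173, edgeR), upper-quartile scaling (0.00791, edgeR), DESeq2 (0.0469) and leaving out 6 M replicate 1 (0.0360, edgeR). Over the 8 SCI libraries their FPKM had r = 0.342 (exact permutation p = 0.431, adjusted 0.651), rho = 0.286 (exact permutation p = 0.501), and r = -0.395 without the 2 farthest libraries, so no relation was found among them. Both genes overlap, and without a stated strand setting of the counting, reads of one cannot be told from reads of the other.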

*LOC102547088*, another DE lncRNA, is categorized as GEAS and overlaps with one exon of *Tchp*, a protein-coding gene with the ability to inhibit cell growth or act as a pro-apoptotic agent during cell stress^21^.

### TF binding motifs enriched in the regulatory regions of DE lncRNAs

The regulatory regions of DE lncRNAs (5 kb upstream and 1 kb downstream regions) were searched for TF binding motifs using FIMO (FDR < 0.05)^22^ with position weight matrices (PWM) obtained from ENCODE^23^, and a total of 200 motifs for 117 TFs were found. This list was further filtered to obtain TF motifs found in more than 100 lncRNA regulatory regions (Fig. 6A). 

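Of the 17 transcription factors whose motifs Fig. 6A lists, 5 were DEGs here at 1 or more time points, all upregulated, and 12 of the 16 tested had an adjusted p under 0.05 at some time (edgeR). Rreb1, a zinc finger factor of the RAS pathway, had log2 fold changes of 1.64 ± 0.11 at 1 M, 1.79 ± 0.11 at 3 M and 1.45 ± 0.12 at 6 M, and Myc, a driver of cell growth, 1.75 ± 0.16, 1.57 ± 0.16 and 1.32 ± 0.17 (largest adjusted p of both = 1.97e-04, edgeR). Spi1, the master factor of macrophages and microglia, had 1.80 ± 0.20, 1.43 ± 0.20 and 0.91 ± 0.22, and Pou2f2, a factor of B cells and macrophages, 1.35 ± 0.18, 1.08 ± 0.18 and 0.88 ± 0.20. The Notch target Hey1 had 0.87 ± 0.26, 1.20 ± 0.26 and 1.11 ± 0.28 (adjusted p of the 3 genes at 3 M = 1.72e-04, 4.83e-04 and 0.00232, edgeR). Bhlhe40, a repressor of the circadian clock, rose by 0.89, 0.72 and 0.66 and stayed below a fold change of 2 at every time (largest adjusted p = 0.00353, edgeR). Without 6 M replicate 2, the adjusted p at 6 M was 0.0809 for Spi1 and 0.0506 for Pou2f2. That of Hey1 was 0.0639 at 1 M with 1 batch per group and 0.0516 at 6 M when 6 M and control were fitted alone (edgeR).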

Interestingly, 53% (9 out of 17) of these TFs are in our list of DEGs in SCI, including STAT3, RREB1, and SPI1. An association matrix depicting the presence of TF motifs in the regulatory regions of DE lncRNAs can be found in Supplementary Table S11.

To predict whether TFs with binding motif(s) in lncRNA regulatory regions are likely to regulate the lncRNAs, the correlations between the expression of the 117 TFs and that of the 277 DE lncRNAs were calculated. 

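FPKM correlations between transcription factors and the 277 lncRNAs were counted at an r beyond 0.75 in size and an unadjusted p under 0.01. For the 17 factors of Fig. 6A, 2747 of 4709 pairs (58.3%) passed over the 11 libraries, and for the 49 factors in the part of Table S11 held here 52.5%, of which 75.6% were positive. Many pairs pass without a motif too. For 117 protein-coding genes drawn at random the share was 41.5% among expressed genes and 53.7% among genes called here. Over the 8 SCI libraries, 179 pairs of the 17 factors passed (3.80%), against 5.67% for random expressed genes, and 428 (9.09%) after the group means were taken out, against 8.04%. No adjustment over pairs was made.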

About 38.7% (12,563 out of 32,409) of the possible pairs are significantly correlated in their expression (Pearson coefficient *r* > |0.75|, *p*-value < 0.01), among which 71% are positively correlated and 29% are negatively correlated (Fig. 6B). Refer to Supplementary Table S11 for correlation coefficients between expression of TFs and that of DE lncRNAs.

### Rat lncRNAs homologous to disease-SNPs-harboring human genomic regions

An increasing number of studies are associating lncRNAs with human diseases^24^. Recently, genome-wide association studies (GWAS) have compiled information on a large number of disease-associated SNPs^25^. Notably, the majority of these SNPs were mapped to non-coding regions^26^. We lifted over rat SCI-associated DE lncRNAs to human genomic regions (hg38), yielding 224 homologous regions. Next, the GWAS SNP annotations were combined with the ClinVar genomic variation database to search for GWAS/ClinVar SNPs entries annotated in the aforementioned regions. We identified 23 rat DE lncRNAs that are homologous to human genomic regions that harbor disease-associated SNPs. For example, SNPs related to psychosis and Alzheimer’s disease were found in the human genomic region homologous to *LOC103693573*. Similarly, *LOC102555675* was homologous to regions harboring important SNPs involved in bipolar disorder in humans. The list of SNPs found in human homologs of rat DE lncRNAs is shown in Supplementary Table S12, including the rat DE lncRNAs, the genomic locations of their human homologs, the SNPs identified in GWAS/ClinVar, the trait or disease, the mapped human gene, and the reference PubMed ID.

## Discussion

Following mechanical and physical trauma caused by a contusive impact on the spinal cord tissue, a series of pathophysiological events occur at molecular and cellular levels. It is essential to understand how these events are orchestrated at a systemic level. The data presented here revealed critical pathways and networks that exhibit sustained alterations at the sub-chronic and chronic stages of SCI such as fibrosis and inflammatory responses, as well as pointed to the temporal regulation of important molecular and cellular machinery that potentially contribute to inhibition of axonal regeneration such as astrogliosis and compromised remyelination. The results of our analysis agree with recent findings by weighted gene coexpression network analysis (WGCNA) on microarray data from mouse spinal cord crush injury^27^ and a Bayesian network analysis (BNA) of RNA-Seq data from rat spinal cord transection injury^28^. Furthermore, our thorough annotations of rat lncRNAs, extensive analyses of DE lncRNAs to predict their potential regulatory functions in SCI, and identification of human disease-associated variants homologous to rat SCI-associated lncRNAs provided valuable resources for future functional investigations.

A major barrier to the treatment of chronic SCI is the increased astrogliosis that inhibits axonal growth and regeneration^29^. Our data demonstrated that genes related to gliosis are among the highly upregulated DE genes in the sub-chronic and chronic phases of SCI. Expression of CSPGs (*Ncan, Smc3*, and *Ptprz1*), Tenascin C (*Tnc*), *Slit3*^30^, and reactive astrocyte marker *Gfap* increased at all time points, and expression of Ephrin-B2 (*Efnb2*) increased at 3 M. Additionally, among the canonical pathways generated from DEGs that overlap in 1 M, 3 M, and 6 M, ‘fibrosis’ ranked as the most enriched. 

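Most markers of reactive astrocytes rose, 17, 19 and 18 of 21 measured at 1 M, 3 M and 6 M, and 1, 0 and 0 fell (adjusted p under 0.05, edgeR, and the same adjusted over the list alone). Gfap, the intermediate filament of astrocytes, had log2 fold changes of 1.00 ± 0.10 at 1 M, 1.39 ± 0.11 at 3 M and 1.38 ± 0.11 at 6 M. Vim, a filament of immature and reactive cells, had 1.52 ± 0.18, 1.81 ± 0.18 and 1.90 ± 0.20, Cd44, a receptor for hyaluronan, 1.84 ± 0.12, 2.11 ± 0.12 and 2.09 ± 0.13, and the sphingosine receptor gene S1pr3 2.48 ± 0.14, 2.38 ± 0.14 and 2.07 ± 0.15 (largest adjusted p of the 4 genes = 1.04e-04, edgeR). Proteoglycan genes went both ways. Of 10 CSPGs and tenascins, in a list that holds genes the study named from these samples and so is not independent evidence, 7, 6 and 4 rose and 3, 3 and 3 fell (7, 6 and 4 and 3, 3 and 3 adjusted over the list alone). Ncan, the neurocan core protein, had 2.20 ± 0.28, 1.92 ± 0.28 and 1.29 ± 0.30, Ptprz1, a receptor phosphatase that carries chondroitin sulfate, 1.05 ± 0.14, 0.77 ± 0.14 and 0.84 ± 0.16, and Tnc 2.19 ± 0.22, 1.21 ± 0.21 and 1.03 ± 0.23. Smc3, which encodes a cohesin subunit also described as bamacan, had 0.29 ± 0.083, 0.43 ± 0.083 and 0.42 ± 0.092 (largest adjusted p of these 4 = 0.0134, edgeR), while Cspg5, a neuronal CSPG, fell, at -0.98 ± 0.14, -1.19 ± 0.14 and -1.25 ± 0.16 (largest adjusted p = 2.45e-04, edgeR). Of 11 axon repellents and myelin inhibitors, 1, 2 and 1 rose and 5, 5 and 5 fell (the same adjusted over the list alone). The repellent gene Slit3 had 0.10 ± 0.18, 0.40 ± 0.18 and 0.44 ± 0.20 (adjusted p = 0.647, 0.0784 and 0.0882, edgeR), Efnb2 0.042 ± 0.20, 0.55 ± 0.20 and 0.52 ± 0.22 (adjusted p = 0.876, 0.0362 and 0.0719, edgeR), and Omg, a myelin inhibitor, fell, at -1.05 ± 0.12, -1.39 ± 0.12 and -1.10 ± 0.14 (largest adjusted p = 1.48e-04, edgeR). Efnb2 at 3 M was lost without control replicate 2 or 3 or 3 M replicate 1 (adjusted p = 0.106, 0.116 and 0.145, edgeR), Tnc at 6 M without 6 M replicate 2 (0.0597) and Smc3 at 1 M with 1 batch per group (0.0592). With libraries scaled by total counts, Slit3 passed at 3 M and 6 M (adjusted p = 0.0237 and 0.0315, edgeR) and Efnb2 at 6 M (0.0255). With upper-quartile scaling they passed at the same times (0.0333 and 0.0414 for Slit3 and 0.0339 for Efnb2, edgeR).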

Upregulation of genes that code for collagen IV, laminin, and nidogen in our data confirmed the excessive synthesis of ECM components as a scaffold of basement membrane. 

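Of 17 measured basement membrane genes, 14, 15 and 15 rose at 1 M, 3 M and 6 M and none fell (edgeR, and the same adjusted over the list alone), with median log2 fold changes of 0.76, 1.10 and 1.14. Col4a1, a chain of collagen IV, had 1.03 ± 0.16 at 1 M, 1.01 ± 0.16 at 3 M and 0.85 ± 0.18 at 6 M. Lama3 and Lama5, which encode alpha chains of laminin, had 1.02 ± 0.22, 1.67 ± 0.22 and 2.02 ± 0.23 and 1.03 ± 0.11, 1.43 ± 0.11 and 1.49 ± 0.12, Lamb1, a beta chain, 1.04 ± 0.15, 1.25 ± 0.15 and 1.26 ± 0.16, and Lamc1, a gamma chain, 0.76 ± 0.12, 1.10 ± 0.12 and 0.98 ± 0.13. Nid1, the nidogen that links laminin to collagen IV, had 0.87 ± 0.19, 1.21 ± 0.19 and 1.11 ± 0.20 (largest adjusted p of the 6 genes = 0.00296, edgeR). Nid2 had 0.58 ± 0.20, 1.37 ± 0.20 and 1.14 ± 0.22, and its adjusted p at 1 M was 0.0283 and 0.101, 0.0834 and 0.108 without control replicate 2 and 1 M replicates 2 and 3 (edgeR). Compared with 1 M, 3 of the genes were higher at 3 M and 4 at 6 M (edgeR, with 7 and 5 adjusted over the list alone). Within batch 2, the median difference of 3 M from 1 M was 0.48.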

The expression of multiple genes in the critical fibrosis signaling pathways TGFβ, WNT, and YAP/TAZ^31^, including *Tgfb1, Smad-2, 3, & 4, Wnt, Yap*, and *Ctnnb1*, increased from 1 M through 6 M. Many genes involved in fibrosis are also associated with glial scar formation. For example, *Egr1* (early growth response 1), a gene that was upregulated at three time points, encodes a TF that can regulate *Ptprz1* expression^32^ and modulate pathological matrix remodeling by enhancing collagen accumulation^33^.

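Tgfb1, the main cytokine of fibrosis, rose, at log2 fold changes of 1.59 ± 0.14 at 1 M, 1.41 ± 0.14 at 3 M and 1.05 ± 0.16 at 6 M, and so did the signal transducers Smad2, at 0.44 ± 0.11, 0.61 ± 0.11 and 0.60 ± 0.12, Smad3, at 0.75 ± 0.10, 1.08 ± 0.10 and 1.17 ± 0.11, and Smad4, at 1.20 ± 0.22, 1.45 ± 0.22 and 1.23 ± 0.23. The transcriptional coactivators Yap1 and Wwtr1 (which encodes TAZ) had 1.55 ± 0.30, 2.18 ± 0.30 and 1.82 ± 0.32 and 2.18 ± 0.24, 2.67 ± 0.24 and 2.26 ± 0.26, their partner Tead1 2.099 ± 0.47, 2.29 ± 0.46 and 2.20 ± 0.50, and Ctnnb1, the beta-catenin gene, 1.00 ± 0.17, 1.15 ± 0.17 and 0.88 ± 0.19 (largest adjusted p of the 8 genes = 0.00668, edgeR). WNT ligands moved apart. Wnt4 and Wnt5a had 0.11 ± 0.13, 1.01 ± 0.13 and 1.18 ± 0.15 and 0.77 ± 0.20, 1.22 ± 0.20 and 1.21 ± 0.21 (largest adjusted p at 3 M and 6 M = 9.34e-04, edgeR), and Wnt7a, a ligand of blood vessels in the cord, fell, at -0.96 ± 0.17, -1.10 ± 0.17 and -0.995 ± 0.19 (largest adjusted p = 0.00164, edgeR). Of 22 genes of WNT and YAP signaling, 9, 15 and 15 rose and 4, 2 and 2 fell (9, 17 and 16 and 4, 2 and 2 adjusted over the list alone), and 8 were higher at 3 M than at 1 M (edgeR, with 8 adjusted over the list alone and 3 within batch 2). Of 8 genes of TGF-β and SMAD signaling, 7 rose at each time, the same adjusted over the list alone. Both lists hold genes that the study named from these samples. At 1 M, Wnt5a had an adjusted p = 0.00711, and 0.0682 with 1 batch per group, and Wnt4 0.517, and 0.0416 with limma on FPKM (edgeR otherwise).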

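Egr1 (ENSRNOG00000019422) had log2 fold changes of 0.70 ± 0.15 at 1 M, 0.60 ± 0.15 at 3 M and 0.85 ± 0.16 at 6 M, below a fold change of 2 at each time (adjusted p = 0.00289, 0.00534 and 0.00167, edgeR). Among other immediate early genes, Fos had 1.64 ± 0.26, 1.39 ± 0.25 and 1.56 ± 0.28, Junb 1.06 ± 0.19, 1.12 ± 0.19 and 0.94 ± 0.21, and Atf3, a stress factor of injured neurons, 3.02 ± 0.23, 2.77 ± 0.23 and 2.57 ± 0.24, while Arc, which neurons induce with activity, fell, at -1.47 ± 0.29, -2.23 ± 0.30 and -2.04 ± 0.34 (largest adjusted p of the 4 genes = 0.00333, edgeR). Of 13 immediate early and AP-1 genes, 9, 10 and 10 rose and 2, 1 and 2 fell (9, 11 and 11 and 2, 1 and 2 adjusted over the list alone).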

Network analysis provided further insights in molecular signaling that regulates gliosis after the sub-chronic and chronic SCI. We analyzed DE gene set common to 1 M, 3 M, and 6 M using Ingenuity Pathway Analysis (IPA) to generate networks depicting direct physical interactions such as binding and phosphorylation as well as indirect relationships inferred from literature in the Ingenuity Knowledge Base. In one of the most enriched networks (Fig. 7A), molecules with the greatest number of interactions include TGFBR2, GFAP, STAT3, and EGR1, among others, many of which are involved in astrogliosis and fibrosis. Transforming growth factor β receptor 2 (TGFBR2), which showed a 7–9-fold increase in gene expression from 1 M to 6 M post-SCI, had the most connections in the network, suggesting its important roles in gliosis. This is consistent with previous studies which suggest its ligand, TGF-β, functions as an essential regulatory factor of astrocyte function^34^ and gliosis by inducing synthesis of chondroitin sulfate proteoglycans^35^.

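Tgfbr2 (ENSRNOG00000013265) stood at 11.9 ± 6.87 CPM in control, 59.9 ± 11.2 at 1 M, 76.2 ± 19.4 at 3 M and 57.8 ± 9.45 at 6 M. These are fold changes of 4.91, 6.24 and 4.74, or 2.29 ± 0.37, 2.64 ± 0.37 and 2.25 ± 0.39 on the log2 scale (largest adjusted p = 9.41e-04, edgeR). Tgfbr1, the partner chain of the receptor, had log2 fold changes of 1.85 ± 0.15, 1.28 ± 0.15 and 0.88 ± 0.16, and the ligand gene Tgfb2 0.49 ± 0.11, 0.87 ± 0.11 and 0.82 ± 0.12 (largest adjusted p of both = 0.00298, edgeR).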

The expression of bone morphogenetic proteins (BMPs)^36^ and their receptors, which are members of the TGF-β superfamily, have been previously reported to increase 2 days after SCI and lasted for 1 month^37^. 

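At 3 M and 6 M, 5 of 6 measured BMP ligands rose and none fell, and at 1 M 1 did (edgeR, and the same adjusted over the list alone). The list holds ligands that the study reports as upregulated in these samples, so its direction is not independent evidence. Bmp7 had log2 fold changes of 0.044 ± 0.23 at 1 M, 1.29 ± 0.23 at 3 M and 1.50 ± 0.25 at 6 M, Bmp6 0.41 ± 0.30, 1.61 ± 0.30 and 1.40 ± 0.33, Bmp2 0.34 ± 0.24, 0.83 ± 0.23 and 1.04 ± 0.25 and Bmp5 -0.32 ± 0.15, 0.75 ± 0.15 and 0.44 ± 0.17 (largest adjusted p of these 4 at 3 M and 6 M = 0.0460, edgeR). Bmp1, a protease that matures collagen and is no BMP in structure, rose at each time, at 0.76 ± 0.082, 0.94 ± 0.083 and 0.64 ± 0.090 (largest adjusted p = 2.76e-04, edgeR). Bmp4 had -0.34 ± 0.20, 0.30 ± 0.20 and -0.0091 ± 0.22 (adjusted p = 0.173, 0.207 and 0.981, edgeR). The receptor genes rose at all times, Bmpr1a at 1.49 ± 0.28, 1.79 ± 0.28 and 1.76 ± 0.30, Bmpr1b at 2.22 ± 0.37, 2.52 ± 0.37 and 2.00 ± 0.40 and Bmpr2 at 1.00 ± 0.26, 0.81 ± 0.26 and 0.73 ± 0.28 (largest adjusted p = 0.0492, edgeR). Tested directly, 3 ligands were higher at 3 M than at 1 M and 2 at 6 M (edgeR, with 6 and 4 adjusted over the list alone), and 1 at 3 M within batch 2, where the median difference was 0.86. At 6 M, Bmp5 and Bmpr2 were lost without most of the single libraries, with the highest adjusted p for Bmp5 without 6 M replicate 2 (0.395) and for Bmpr2 without 6 M replicate 1 (0.268), and Bmp2 and Bmp6 without 6 M replicate 2 (0.0778 and 0.0530, edgeR). At 3 M, Bmpr2 was lost without control replicate 2 or 3 M replicate 1 (adjusted p = 0.0617 and 0.0686), and Bmp4 passed with total counts (0.0466, edgeR).

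**Figure D3:**
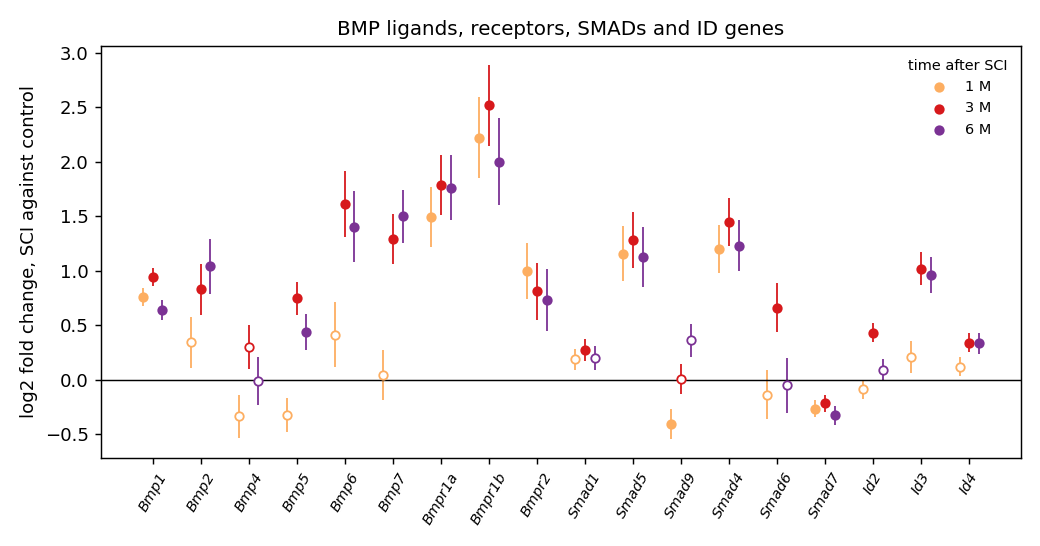
Log2 fold change against control (± SE, edgeR) of BMP ligands, BMP receptors, Smads and ID genes at 1 M, 3 M and 6 M, with filled points where the adjusted p was under 0.05 and open points where it was not. Bmp7 lies at 0.044 at 1 M with an open point and at 1.29 and 1.50 at 3 M and 6 M with filled points.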

RNA-Seq data in the present study extends these findings to show that increased expression of BMP ligands (*Bmp1, 2, 4, 5, 6*, and *7*) as well as BMP receptors (*Bmpr1a, 1b*, and *2*) persists during chronic SCI at 3 M and 6 M post injury. BMP ligands bind to a complex of BMP receptors to initiate the transphosphorylation of receptor 1 which phosphorylates the receptor-activated Smads (R-Smads, Smad1, 5, and 9). The phosphorylated R-Smads form complexes with the co-Smad (Smad4) and move into the nucleus, where they combine with various transcriptional co-activators or co-repressors to regulate the transcription of target genes such as the inhibitors of differentiation (ID2, 3, and 4)^38^,^39^. 

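Of the R-Smads, Smad5 rose at all times, with log2 fold changes of 1.16 ± 0.25 at 1 M, 1.28 ± 0.25 at 3 M and 1.13 ± 0.27 at 6 M (largest adjusted p = 0.00589, edgeR). Smad1 had 0.19 ± 0.10, 0.27 ± 0.10 and 0.20 ± 0.11 (adjusted p = 0.125, 0.0321 and 0.146, edgeR) and Smad9 -0.40 ± 0.14, 0.0068 ± 0.14 and 0.36 ± 0.15 (adjusted p = 0.0287, 0.973 and 0.0656, edgeR). Of the target genes, Id3 had 0.21 ± 0.15, 1.02 ± 0.15 and 0.96 ± 0.16 and Id4 0.12 ± 0.087, 0.34 ± 0.087 and 0.34 ± 0.10, and both rose at 3 M and 6 M (largest adjusted p = 0.0134, edgeR). Id2 rose at 3 M, with -0.088 ± 0.090, 0.43 ± 0.090 and 0.094 ± 0.10 at 1 M, 3 M and 6 M (adjusted p = 0.425, 0.00184 and 0.448, edgeR). Counted over the list alone, 0, 3 and 2 of 4 ID genes rose at 1 M, 3 M and 6 M. With total counts Smad1 passed at 1 M and 6 M (adjusted p = 0.0142 and 0.0195, edgeR), Smad9 at 6 M (0.0186) but not at 1 M (0.347), Id2 at 6 M (0.0227), and Id3 and Id4 at 1 M (0.0140 and 0.00282), and with limma on FPKM the signs of Smad9 and Id2 at 1 M turned. Smad1 at 3 M was lost without any 3 M replicate or control replicate 2 (largest adjusted p = 0.0871, edgeR), and Id4 at 6 M without 6 M replicate 2 (0.137). Smad9 at 1 M was lost without control replicate 1 or 3 or 1 M replicate 1 or 2 (adjusted p = 0.128, 0.0724, 0.0874 and 0.0531, edgeR), and at 6 M it passed without control replicate 1 (0.0159).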

Consistent with the activation of BMP pathways, our study shows not only increased expression of BMPs and their receptors but also upregulation of R-Smads and co-Smad as well as their target genes such as *ID2, 3*, and *4*. Interestingly, our study also shows upregulation of inhibitory Smads (*I-Smads, Smad6*/*7*) at 3 M. I-Smads are critical BMP responsive genes^40^,^41^,^42^. 

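At 3 M, Smad6 rose, with a log2 fold change of 0.66 ± 0.22 (adjusted p = 0.0246, edgeR), from 8.46 ± 0.654 CPM in control to 13.4 ± 1.69. Smad7 fell by 0.22 ± 0.077 (adjusted p = 0.0314, edgeR), from 62.2 ± 1.43 to 53.5 ± 2.05 CPM. The adjusted p of Smad6 was 0.0663 without control replicate 2, 0.0502 without control replicate 3, 0.0655 without 3 M replicate 1 and 0.0748 without 3 M replicate 3, and that of Smad7 0.0879, 0.0574 and 0.0657 without control replicates 1, 2 and 3 and 0.108 and 0.0901 without 3 M replicates 1 and 2 (edgeR). With total counts Smad7 had a log2 fold change of 0.00740 (adjusted p = 0.951, edgeR).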

Expression of I-Smads, which are induced by BMP canonical pathway could prevent the further activation of R-Smads and inhibit BMP signaling. Thus, R-Smad/co-Smad and I-Smad form a negative feedback loop for the fine regulation of BMP signaling (Fig. 7B). At 6 M after SCI, BMP canonical pathway genes remain upregulated while I-Smads become significantly downregulated. 

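At 6 M the inhibitory genes stood at log2 fold changes of -0.051 ± 0.25 for Smad6 (adjusted p = 0.880, edgeR) and -0.33 ± 0.087 for Smad7 (adjusted p = 0.00900, edgeR). Against 3 M, 6 M differed by -0.71 ± 0.24 for Smad6 (adjusted p = 0.571) and by -0.11 ± 0.086 for Smad7 (adjusted p = 0.894, edgeR). Of 7 receptor and signaling Smad genes, 5, 6 and 5 rose at 1 M, 3 M and 6 M and 1, 0 and 0 fell (edgeR, with 5, 6 and 6 and 1, 0 and 0 adjusted over the list alone). The study reports these genes as upregulated in the same samples, so their direction is not independent evidence. At 1 M, Smad6 had -0.14 ± 0.22 and Smad7 -0.26 ± 0.077 (adjusted p = 0.630 and 0.0138, edgeR). With total counts, the adjusted p of Smad7 was 0.686 at 1 M and 0.368 at 6 M (edgeR), so its fall at both times depends on the scaling.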

Overall, these data indicate that BMP signaling is significantly increased in chronic SCI. Previous studies have implied that the BMP pathway can increase the proliferation and differentiation of astrocytes at the expense of oligodendrogenesis during development^43^ and after SCI^44^,^45^. The persistent upregulation of BMP signaling might be involved in maintaining the glial scar after chronic SCI. Moreover, BMP signaling also plays an important role in regulating angiogenesis during embryonic and postnatal development^46^. Therefore, our finding of sustained upregulation of the BMP pathway in chronic SCI requires further studies to achieve a greater understanding on the long-term effects of SCI on blood vessel integrity and replacement.

Another highly connected molecule in Fig. 7A, signal transducer STAT3, is connected indirectly to TGFBR2 and directly to GFAP. STAT3 has been proposed as a critical regulator of astrogliosis and axonal growth. Knockout of STAT3 in astrocytes resulted in decreased astrocyte reactivation and astroglial scar formation^47^, whereas activation of STAT3 in neurons was reported to enhance the axonal regeneration, especially in the initial phase of regeneration after injuries^48^. Interestingly, activation of STAT3 can upregulate the gene expression of *Socs3*, which can in turn inhibit STAT3 activity and impede axonal sprouting/regeneration^49^, possibly serving as a negative feedback to STAT3 activation to fine-tune its regulation in astrogliosis and axon regrowth after injury. 

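All 11 measured genes of STAT3 signaling rose at 1 M and 3 M, and 10 did at 6 M (edgeR, and the same adjusted over the list alone). Socs3, the feedback inhibitor of JAK kinases, rose from 1.59 ± 0.357 CPM in control to 11.1 ± 1.97, 9.95 ± 2.16 and 7.19 ± 2.15, with log2 fold changes of 2.78 ± 0.28 at 1 M, 2.62 ± 0.28 at 3 M and 2.15 ± 0.30 at 6 M. Stat3 rose less, from 126 ± 12.6 CPM to 206 ± 13.5, 200.4 ± 7.81 and 184 ± 7.45, which are fold changes of 1.64, 1.60 and 1.46 (largest adjusted p of both = 0.00131, edgeR). Upstream, Osmr, the receptor for oncostatin M, had 2.92 ± 0.30, 2.69 ± 0.30 and 2.59 ± 0.32, Il6st, the shared receptor chain gp130, 1.88 ± 0.33, 2.05 ± 0.33 and 1.84 ± 0.35, and the kinase gene Jak2 0.65 ± 0.11, 0.74 ± 0.11 and 0.81 ± 0.12. Cebpd, a transcription factor induced by STAT3, had 1.47 ± 0.21, 1.71 ± 0.21 and 1.37 ± 0.22 (largest adjusted p of the 4 genes = 0.00156, edgeR).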

In fact, both *Stat3* and *Socs3* were upregulated from 1 M through 3 M and *Socs3* stayed upregulated at 6 M. It is important to note that the transcriptomic alterations of the DEGs reported in our study represent changes in a mixture of cell types in the spinal cord tissue. Therefore, future studies such as co-localization with cell specific markers and classic genetic manipulation will help us to understand the functions and the underlying mechanisms of STAT3 and SOCS3 in axonal regeneration and astrogliosis. Additionally, SOCS3 is connected with transcription factor ATF3 which has been found to be induced in sensory and motor neurons after SCI^50^. ATF3 binds DNA sites as a homo- or hetero- dimer with JUN^50^. 

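Jun, a subunit of the AP-1 factor, had 96.3 ± 3.84 CPM in control and 139.5 ± 13.9, 153 ± 1.42 and 152 ± 51.4 CPM at 1 M, 3 M and 6 M, with log2 fold changes of 0.53 ± 0.15, 0.66 ± 0.15 and 0.66 ± 0.17. It rose at each time but stayed below a fold change of 2 (largest adjusted p = 0.0120, edgeR). Its adjusted p at 6 M was 0.125 without 6 M replicate 2 (edgeR). Sp1, a general activator whose motif Fig. 6A lists, had 0.36 ± 0.10, 0.50 ± 0.10 and 0.53 ± 0.11 (largest adjusted p = 0.0113, edgeR), with an adjusted p = 0.0750 at 1 M with 1 batch per group.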

Interestingly, our analysis showed that both STAT3 and JUN are differentially expressed, have high number of binding motifs in the regulatory regions of DE lncRNAs, and have significant expression correlation with a subset of DE lncRNAs (Fig. 6). We hypothesize that these transcription factors may be involved in the upstream regulatory functions of lncRNAs in SCI.

To better understand the alterations in gene expression after SCI and their functional significance, it is essential to comprehend the transcriptional regulation of the genes involved. Systematic characterization and functional prediction of lncRNAs will significantly facilitate our understanding of transcriptional regulation. We created a combined annotation of 10,889 lncRNA transcripts derived from ENSEMBL and NCBI repositories. The majority of lncRNA annotations are predictions based on the methylation state of chromatin regions and the evaluation of coding potential. Our analyses showed that even though the genomic structure of lncRNAs is similar to that of protein-coding genes, lncRNAs are predominantly two-exon transcripts with a shorter median transcript length. Based on the current annotation databases, approximately two times as many intergenic divergent lncRNAs are located within less than 5 kb of their protein-coding neighbors as are intergenic convergent lncRNAs.

Our temporal analyses of the SCI transcriptome identified 277 DE lncRNAs in the sub-chronic and chronic stages of SCI. For example, *Miat* is a DE lncRNA that has been studied previously in other biological contexts. *Miat* is related to neuron commitment, development, and survival^51^, as well as oligodendrocyte lineage specification of neural stem cells^8^. Our results showed a downregulation of *Miat* expression after SCI, which could be due to neuronal death. 

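The lncRNA Miat stood at 383 ± 30.8 CPM in control, 205 ± 13.9 at 1 M, 90.6 ± 12.3 at 3 M and 104 ± 90.6 at 6 M. Its log2 fold changes were -0.90 ± 0.37 at 1 M, -2.08 ± 0.39 at 3 M and -1.89 ± 0.44 at 6 M, and it fell at 3 M and 6 M (adjusted p = 0.0593, 9.61e-04 and 0.00494, edgeR). At 1 M it passed with DESeq2 (adjusted p = 0.0330) and when 1 M and control were fitted alone (adjusted p = 0.00129, edgeR), or without 6 M replicate 1 or 2 (adjusted p = 1.87e-04 and 2.03e-04, edgeR).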

Further investigations are necessary to validate this hypothesis. We would like to point out that in the present study, polyadenylated RNAs were selected using the polyA-based RNA-Seq library kit; therefore, lncRNAs that were not polyadenylated were not captured.

Through guilt-by-association methods, we were able to infer that DE lncRNAs are associated with functions related to signaling cascades, epigenetic modification, immune responses, nervous system, and extracellular matrix, all of which are highly relevant to SCI. To unravel the potential functional relevance of the proximity of lncRNAs to nearby protein-coding genes, we identified 51 pairs of DE lncRNAs and protein-coding gene neighbors that either overlap or lie within 5 kb and have statistically significantly correlated expression (Pearson correlation, *p*-value < 0.01). This finding suggests a role for these lncRNAs in *cis*-regulation of nearby protein-coding genes^52^.

To understand the upstream regulatory mechanisms of DE lncRNAs, we investigated the TF binding motifs present in their regulatory regions. Our results demonstrated that binding motifs for TFs relevant to gliosis (STAT3) and immune response (JUN^53^ and SP1^54^) are highly represented in the regulatory regions of DE lncRNAs, and that changes in the expression of these TFs are highly correlated with a subset of DE lncRNAs.

In summary, a high level of transcriptomic disturbance persisted in the sub-chronic and chronic phases of rat SCI. Our systematic examination and analysis of post-SCI transcriptional alterations in rat has identified important pathways and networks for the pathological progression of SCI, and pinpointed novel target genes for further investigation, including a number of interesting lncRNA candidates with potentially important regulatory functions and human disease homologs.

## Methods

All methods were carried out in accordance with relevant guidelines and regulations. All experimental protocols were approved by the Institutional Biosafety Committee at the University of Texas Health Science Center at Houston. Animal usage and manipulations were performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals, Guide for the Care and Use of Laboratory Animals, and with the approval of the Animal Welfare Committee at the University of Texas Health Science Center at Houston.

### Rat SCI model

A total of 36 female Sprague-Dawley rats (12–14 weeks of age) were used. Tissues from three rats were pooled to form one biological replicate (n). Animals were randomly assigned to either the control group or to one of the three time points (9 rats [3 biological replicates]): 1 M, 3 M, and 6 M. SCI surgeries were performed as described previously^55^. Briefly, a moderate (150 kdyn) contusive injury was induced to the 9^th^ thoracic vertebra (T9). Animals in the sham control group received a dorsal laminectomy without a contusive injury.

At 1 month, 3 months, and 6 months post-SCI, animals were intracardially perfused with 0.01 M PBS under anesthesia. A segment of the spinal cord tissue (0.5 mm) at the epicenter was dissected and snap-frozen. Animals in the control group were sacrificed at 6 months post-SCI and a section of the spinal cord tissue at an equivalent location was collected.

### RNA isolation, library construction, and RNA sequencing

Total RNA was extracted from the spinal cord tissue using TRIzol reagent (Invitrogen) following the manufacturer’s instructions. RNA quality was determined using a Bioanalyzer (Agilent), and all RNA integrity numbers (RINs) were greater than 8. About 150–300 ng total RNA was used to construct each RNA-Seq library. RNA samples were poly-A selected and paired-end sequencing libraries were constructed using the TruSeq RNA Sample Prep Kit, as described in the TruSeq RNA Sample Preparation V2 Guide (Illumina), and sequenced using the Illumina HiSeq 2000 sequencer. Library preparation and sequencing were performed in different batches based on the SCI time points and the sequencing availability. Batch assignments are included in Supplementary Table S1. Hierarchical clustering was performed to identify any possible batch effects.

### Read mapping and quantification

Before read mapping, the quality of raw sequenced reads was verified using FastQC^56^. Quality control metrics are listed in Supplementary Table S1. Read mapping, transcript assembly, and expression estimation were performed as described in our previous publication^14^. Reads were mapped to the rat reference genome Rnor6 downloaded from Ensembl (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF_000001895.5_Rnor_6.0/). The 100-bp paired-end reads were aligned to the reference genome using TopHat v2.1.0^57^ with default parameters. Mapped reads were assembled using Cufflinks v2.2.1^58^, and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values were obtained for genes and transcripts annotated. Our annotation included 39,183 transcripts spanning 30,443 genes (22,075 protein-coding and 8,368 lncRNA genes). Any FPKM < 0.1 was set to 0.1 to avoid ratio inflation^59^. Read counts for annotated genes and transcripts were obtained using HTSeq-count^60^.

### lncRNA annotation and categorization

We surveyed lncRNA public databases with known and predicted annotations. All gene and transcript biotypes labelled as ‘lincRNA’ from the Ensembl rat genome annotation were collected. Additionally, lncRNA annotations from NCBI repository (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF_000001895.5_Rnor_6.0/) were downloaded. The intersect function from Bedtools suite^61^ was used to avoid redundancy. Annotations were filtered by removing lncRNAs smaller than 200 nt and those with overlapping exons. The resulting lncRNA set consisted of 10,889 transcripts (2,901 from Ensembl and 7,988 from NCBI) spanning 8,370 loci. We categorized these lncRNAs according to their positions with respect to their closest protein-coding genes, based on previously published classification^18^ with modifications.

### Analysis of transcriptomic gene expression profiles and differential expression

The similarities between all samples were assessed using a consensus dendrogram generated from the Euclidean distances between log2-transformed quantile-normalized FPKM values of all samples. One outlier was identified in the 6 M group, so it was excluded from subsequent analyses. For more details on outlier identification, refer to “Sample correlation assessment” in Supplementary Methods.

Genes with FPKM 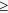
1 in at least one of the samples were included in the analysis of differential gene expression. Expression profiles of SCI samples at each time point were compared against those of the control group using the DESeq package^62^. Genes were classified as differentially expressed (DEGs) if they 1) had an FPKM > 1 in at least one sample, 2) exhibited an expression fold-change (FC) > 2 (mean normalized counts), and 3) their DESeq statistical test was significant with FDR < 0.01. Genes that met these three criteria were included in the downstream analyses.

### Pathway analysis

DEGs at each time point were imported into Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com/products/ipa) to generate enriched pathways and networks. DEGs at each time point were also cross-compared to create lists of genes commonly expressed between time points or uniquely expressed at certain time points, as illustrated using Venn diagrams^63^ (Fig. 1B).

### Clustering temporal gene expression profiles

Hierarchical cluster analysis was performed using Ward’s method based on a Euclidean distance matrix of normalized log2-transformed quantile normalized FPKM values of DEGs. Genes within each cluster were used to estimate the enrichment of gene sets through a hypergeometric statistical test (phyper R function), downloaded from gene ontologies pre-built for rat^64^ and from the Molecular Signatures Database (MSigDB)^65^. Gene sets with an FDR < 0.05 were considered enriched. The number of clusters was selected so that the profiles of enriched gene sets showed the least redundancy. A heatmap was generated to depict these DEGs clusters and their corresponding enriched gene sets.

### Predicting potential functions of DE lncRNAs in SCI

We adopted a co-expression analysis of lncRNA genes and protein-coding genes to infer the potential functions of lncRNAs using a ‘guilt-by-association’ method^66^. The relationship between the expression of DE lncRNAs and protein-coding genes was assessed using Pearson correlation. A ranked list of protein-coding genes for each DE lncRNA was obtained. Gene Set Enrichment Analysis (GSEA)^67^ was used to identify significantly enriched gene sets corresponding to gene ontologies and canonical pathways from MSigDB^65^ for each lncRNA. Gene sets with an FDR < 0.25 (as recommended in the GSEA manual) were used to create an association matrix. A heatmap of a subset of DE lncRNAs was obtained showing the normalized enrichment score (NES) for selected significantly enriched gene sets.

### Correlation of expression of lncRNAs and protein-coding gene neighbors

To identify possible interactions between DE lncRNAs and their neighboring protein-coding genes, we first selected those pairs in which both the lncRNA and its protein-coding neighbor were differentially expressed and had a significant correlation (Pearson coefficient *r* > 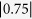, *p* < 0.01). We further filtered the list leaving only pairs that either overlap or are less than 5 kb apart. The Integrative Genomics Viewer (IGV)^68^ was used to browse the alignment files for DE lncRNAs and neighboring protein-coding genes.

### Identification of TF binding using ENCODE motifs

To identify TFs potentially involved in the regulation of DE lncRNAs, motif analysis was performed. The motif data set at ENCODE^23^ (http://compbio.mit.edu/encode-motifs) was downloaded. Motifs were used to scan the regulatory regions of DE lncRNAs using FIMO^22^ with an FDR < 0.05.

The regulatory regions of lncRNAs were defined as 5 kb upstream and 1 kb downstream from lncRNA transcription start sites. If any lncRNA was shorter than 1 kb, then its length was used as the cut-off value for the downstream region. Sequences were obtained using the BSgenome package^69^. A Pearson correlation matrix was computed for gene expression levels between TFs and lncRNAs with TF binding sites.

### Find rat lncRNAs homologous to disease-SNPs-harboring human genomic regions

To investigate the functional relevance of DE lncRNAs from our study to human diseases, we downloaded a collection of Genome-Wide Association Studies (GWAS)^70^ and Clinically Relevant Sequence Variations (ClinVar)^71^ to obtain a database of single-nucleotide polymorphisms (SNPs) linked to human diseases and traits. We lifted-over the DE lncRNAs from rat (Rnor6) to human (hg38) genome using the UCSC liftOver Utility^72^. A table was constructed of DE lncRNAs in rat SCI, their homologous regions in human, and the diseases or traits linked to these regions (Supplementary Table S12).

### Reverse transcription, quantitative PCR (qPCR) verification, and statistical analysis

The differential expression of selected protein-coding genes and lncRNAs was validated by qPCR. Complementary DNAs (cDNAs) were synthesized from the same RNA samples as those used for the RNA-Seq experiment using SuperScript II (Invitrogen #18064–014) and random primers following the manufacturer’s instructions. SYBR^®^ Green (Bio-Rad #172–5122) was used as detector in qPCR reactions. Primer sequences are available in Supplementary Table S13. GAPDH was used as an endogenous control. The 2^-ΔΔCt^ method was used for relative quantification of expression.

Student’s *t*-tests were performed to compare gene expression at each time point to that of control, and significance was established when *p* < 0.05.

### Data availability.

(1) Raw RNA-Seq datasets have been deposited in Gene Expression Omnibus (GEO) database under accession number GSE93249.

(2) Sequence alignments and lncRNA annotations are publicly available to the research community for browsing (http://jiaqianwulab.org/ratSCI/ratSCI.html).

## Additional Information

**How to cite this article**: Cuevas-Diaz Duran, R. *et al*. The systematic analysis of coding and long non-coding RNAs in the sub-chronic and chronic stages of spinal cord injury. *Sci. Rep.* **7**, 41008; doi: 10.1038/srep41008 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

Supplementary Table S13

## Figures and Tables

**Figure 1:**
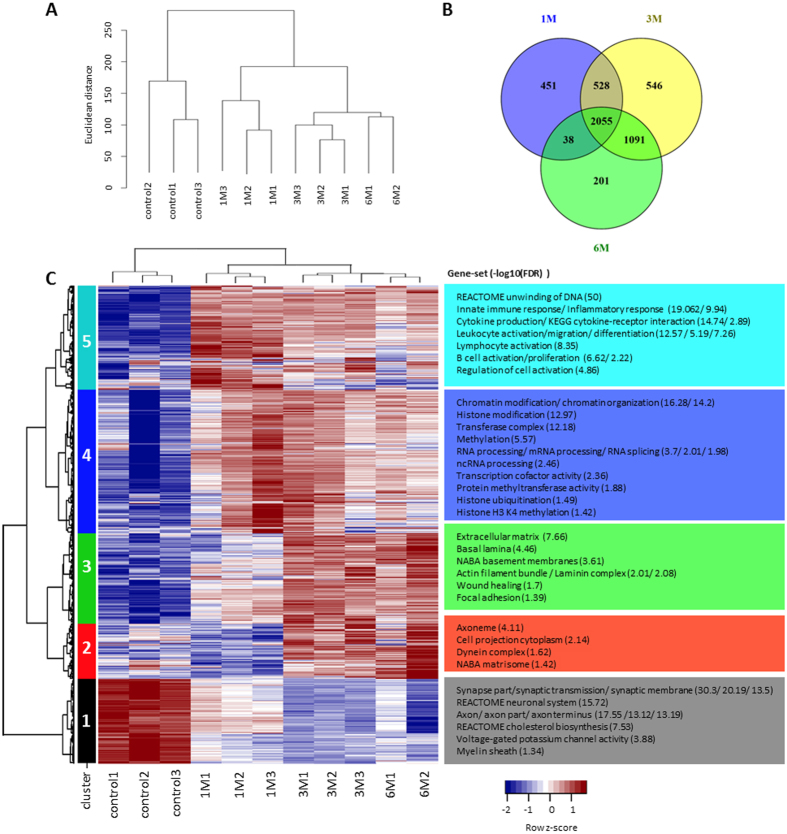
Gene expression profiles at 1 M, 3 M, and 6 M post-SCI compared to sham controls. (**A**) Consensus dendrogram of 30,443 annotated genes, organized by Euclidean distance between log2-transformed quantile-normalized FPKM values. (**B**) Venn diagram depicting the extent of overlap between time points. (**C**) Hierarchical cluster analysis displaying temporal gene expression patterns of DEGs for each sample. Highly enriched gene-sets and ontologies were identified (hypergeometric test FDR < 0.05). The −log10(FDR) is indicated in parenthesis. The row z-scores depict the expression values normalized by gene.

**Figure 2:**
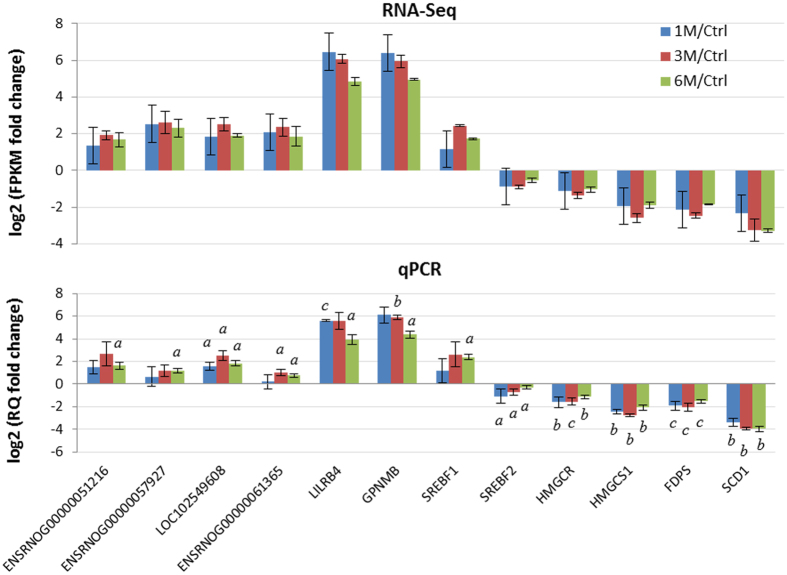
Verification of differential expression of selected genes by qPCR. Upper panel: Log2 FPKM fold-change in expression analyzed by RNA-Seq, calculated as the ratio of average FPKM of each time point to the control. Lower panel: Relative log2 of relative quantitation (RQ) fold-change in gene expression determined by qPCR, calculated using the 2^−ΔΔCt^ method. a: *p* < 0.05, b: *p* < 0.01, c: *p* < 0.001, compared to control using Student’s *t*-test. Data were shown as mean ± SD (n = 3).

**Figure 3:**
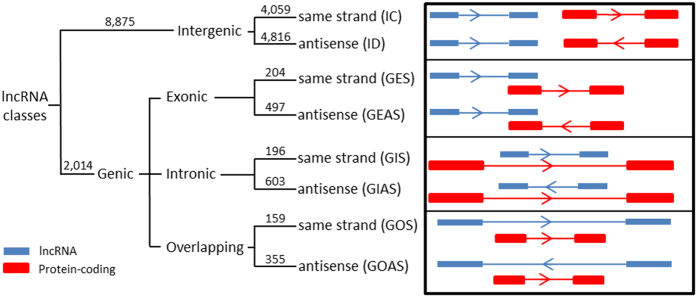
Classification of rat lncRNAs. Annotated rat lncRNAs were classified based on their genomic locations relative to protein-coding genes (see method section for more details). Number of lncRNAs in each class and subclass is indicated in parenthesis.

**Figure 4:**
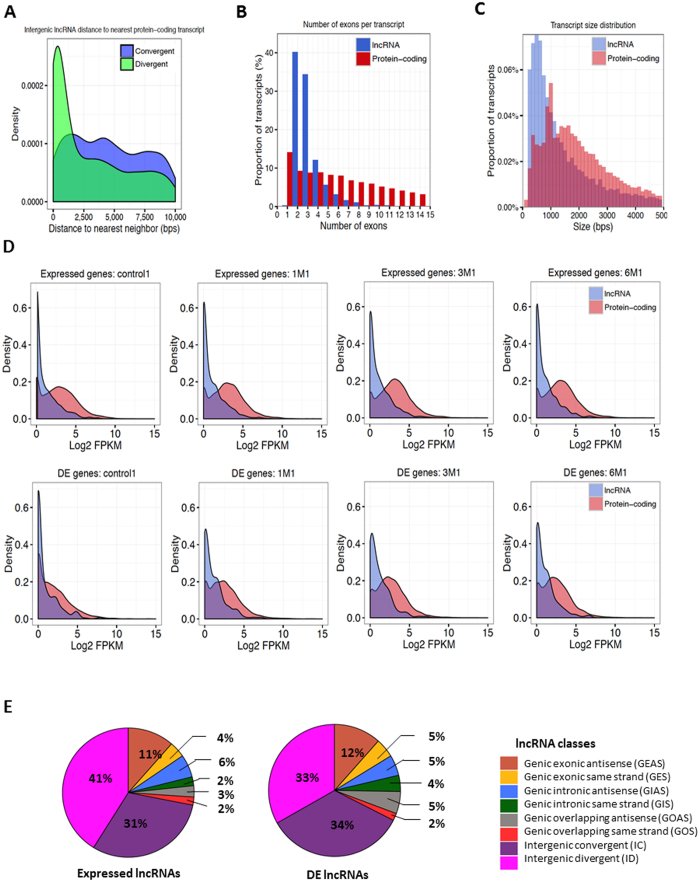
Characteristics of lncRNAs in the rat genome. (**A**) Distribution of the distances from IC lncRNAs (blue) or ID lncRNAs (green) to the closest protein-coding gene. Approximately 21.6% (1,039 out of 4,816) of ID transcripts and 10.4% (424 out of 4,059) of IC transcripts lie within 5 kb of a protein-coding gene (median distance 641 bp compared with 2,235 bp, respectively; *t*-test *p* < 1.41^−29^). (**B**) Number of exons per transcript for lncRNAs (blue) and protein-coding genes (red). The percentage of transcripts with only two exons is 40% and 7.5% for lncRNA and protein-coding transcripts, respectively. (**C**) Distribution of the transcript size of lncRNAs (blue) and protein-coding genes (red). The lncRNA transcripts are shorter than those of protein-coding genes (median transcript size 1,065 bp compared with 1,810 bp, respectively; *t*-test, *p* < 1.23^−145^). (**D**) Distribution of the FPKM values for DE lncRNAs (blue) and protein-coding genes (red) in control, 1 M, 3 M, and 6 M. Expressed and DE protein-coding genes displayed higher FPKM values in SCI samples when compared to control samples (1 M, 3 M, and 6 M compared with control for the expressed protein-coding genes: *p* < 8.17^−19^, *p* < 1.1^−42^, and *p* < 7.07^−26^; for DE protein-coding genes: *p* < 3.47^−47^, *p* < 1.34^−92^, and *p* < 3.14^−62^, respectively). (**E**) A pie chart depicting the distribution of each class of rat lncRNA (left: all expressed lncRNAs; right: DE lncRNAs post-SCI).

**Figure 5:**
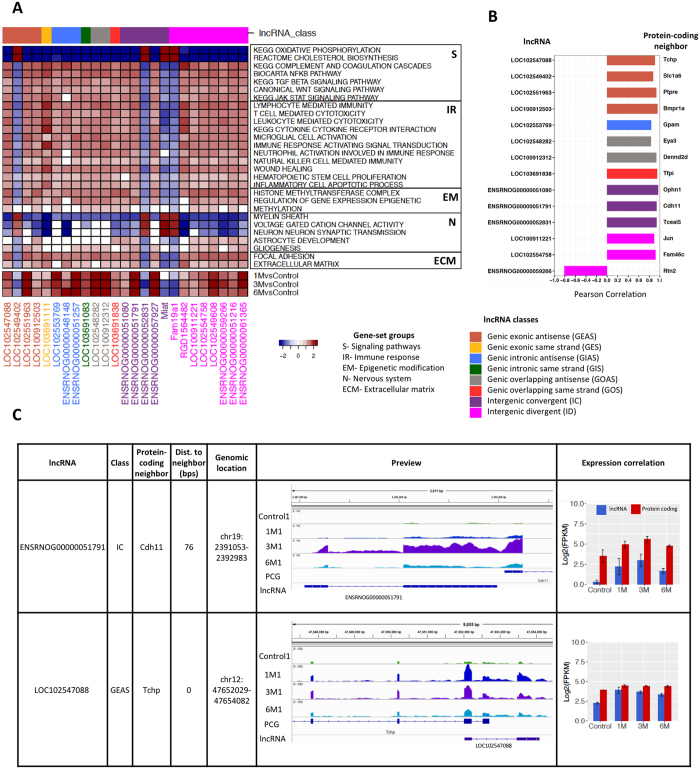
Inferring potential functions of DE lncRNAs in rat SCI. (**A**) Upper panel: Heatmap representing an association matrix of selected lncRNAs and enriched functional terms. Columns correspond to selected DE lncRNAs. Rows are enriched gene ontology terms and MsigDB canonical pathways. Enriched functional terms were categorized into signaling pathways (S), immune response (IR), epigenetic modification (EM), nervous system (N), and extracellular matrix (ECM). Color depth represents NES (normalized enrichment score) calculated by GSEA, indicating the association strength. Lower panel: Temporal expression assessed as log2(count fold-change) of selected DE lncRNAs. (**B**) Correlation coefficients between expression of DE lncRNAs and their closest protein-coding neighboring genes (see Methods). (**C**) Examples of DE lncRNAs and their closest protein-coding gene, with their classification and the distance to the nearest protein-coding gene neighbor indicated. The IGV browser view shows signal tracks for all time points. Bar plots indicate log2(FPKM) for protein-coding genes (red) and lncRNAs (blue). Error bars represent ± SD. PCG = protein-coding gene.

**Figure 6:**
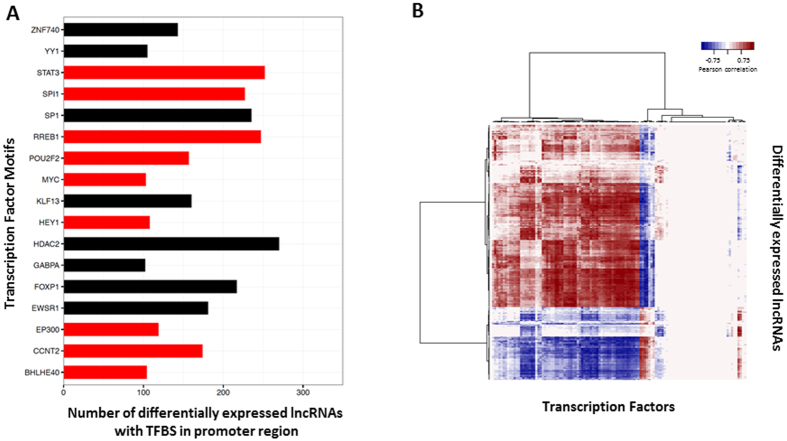
TF motifs found in the upstream regulatory regions of DE lncRNAs. (**A**) TFs with binding motifs found in more than 100 DE lncRNA regulatory regions. The *x*-axis indicates the number of DE lncRNAs containing binding motifs for particular TFs. DE TFs are shown in red and non-DE TFs in black. (**B**) Expression correlation matrix between DE lncRNAs and TFs with at least one motif in the upstream regulatory regions of DE lncRNAs. The matrix is colored-coded by Pearson correlation coefficients: color depth represents the correlation strength; red indicates positive correlation and blue indicatives negative correlation. The numerical correlation matrix is included in Supplementary Table S11.

**Figure 7:**
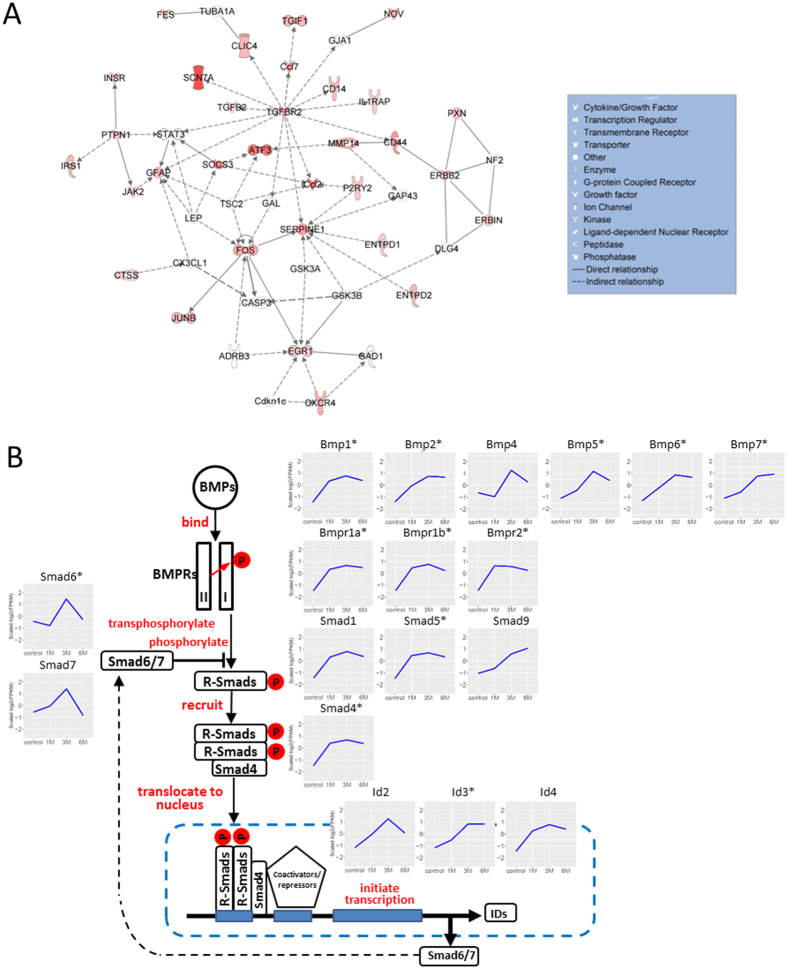
Enriched network and canonical pathway generated with DEGs that are important in chronic SCI. (**A**) One of the most enriched networks generated in IPA with 1 M/3 M/6 M overlapping DEGs. (*p*-score = 14 or *p*-value = 10^−14^). DEGs were colored-coded, with shades of red indicating the level of upregulation. *Stat3* was differentially expressed at 1 M and 3 M, after which it was marginally upregulated at 6 M (FC = 1.97). (**B**) A schematic illustration of gene expression profiles (log2-transformed FPKM) of members of the canonical Bone Morphogenetic Protein (BMP) pathway^73^ at different time points post-SCI. Genes coding for BMP ligands (BMP1, 2, 4, 5, 6 and 7), BMP receptors (BMPR1A, BMPR1B and BMPR2), SMADS (SMAD1, 5 and 9), transcriptional activator (SMAD4), and IDs (ID2, 3 and 4) exhibited upregulation in chronic SCI. Downstream target genes (such as *Olig1* and *Olig2*) showed a gradual downregulation pattern. Genes coding for inhibitory SMADS (SMAD6 and 7) displayed a transient upregulation peaking at 3 M and returning to basal levels at 6 M. *Indicates differentially expressed genes.

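Olig1 and Olig2, transcription factors of the oligodendrocyte lineage, fell at all times. Olig1 had log2 fold changes of -1.19 ± 0.15 at 1 M, -1.49 ± 0.15 at 3 M and -1.67 ± 0.17 at 6 M and Olig2 -0.44 ± 0.14, -0.67 ± 0.14 and -0.80 ± 0.16 (largest adjusted p of Olig1 = 1.29e-04 and of Olig2 = 0.0210, edgeR). Sox10, which both oligodendrocyte precursors and mature cells need, had -0.47 ± 0.089, -0.46 ± 0.089 and -0.64 ± 0.10 (largest adjusted p = 0.00141, edgeR). The decline over time was tested directly. From 1 M to 6 M the log2 change was -0.48 ± 0.17 for Olig1 (adjusted p = 0.0973, edgeR) and -0.36 ± 0.16 for Olig2 (adjusted p = 0.177, edgeR). Of 9 genes of oligodendrocyte precursors, 5, 4 and 4 fell and 3, 4 and 2 rose at 1 M, 3 M and 6 M (the same adjusted over the list alone). Olig2 at 1 M was lost with total counts (adjusted p = 0.254) and upper-quartile scaling (0.0916, edgeR), without control replicate 1 or 3 (0.0841 and 0.0709) and without 1 M replicate 1 or 3 (0.0507 and 0.0560), and with limma on FPKM its adjusted p was 0.0601 at 3 M and 0.0547 at 6 M.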

**Table 1:** Summary of differentially expressed genes (DEGs) in rat SCI.

Category		Total DEGs	Up in SCI	Down in SCI
Protein-coding genes	1 M	2,935	2,805	130
	3 M	3,981	3,265	716
	6 M	3,206	2,545	661
Long non-coding (lncRNAs)	1 M	137	120	17
	3 M	239	162	77
	6 M	179	125	54

The numbers of DEGs relative to control are shown for each time point. Criteria for inclusion of DEGs: FPKM values > 1 in at least one sample, fold-change (FC) > 2, and FDR < 0.01.

# Supplementary material for: The systematic analysis of coding and long non-coding RNAs in the sub-chronic and chronic stages of spinal cord injury
**Source:** Sci Rep. 2017 Jan 20;7:41008. doi: 10.1038/srep41008
**Supplement:** Supplementary Information

**The systematic analysis of coding and long non-coding RNAs in the sub-chronic and chronic stages of spinal cord injury**

Raquel Cuevas-Diaz Duran#,1,2, Han Yan#,1,2,Yiyan Zheng1,2, Xingfan Huang3, Raymond Grill4,&, Dong H. Kim1, Qilin Cao1,2*, and Jia Qian Wu1,2*

# Contributed equally to the work.

*Co-corresponding authors.

**SUPPLEMENTARY METHODS**

**Animal and SCI surgery**

Female Sprague-Dawley rats (12–14 weeks of age, body weight 220-250g) were purchased from Charles River Laboratories. Under general anesthesia (ketamine 60 mg/kg and xylazine 7 mg/kg, i.p.) and aseptic conditions, a T9 dorsal laminectomy was performed to expose the dorsal surface of the T9 spinal cord segment. The spine was stabilized using steel stabilizers inserted under the transverse processes one vertebra above (T8) and below (T10) the injury site. All animals except the sham control received a moderate T9 contusive injury with a 150 kdyne force and 500 ms dwell time delivered with an Infinite Horizon (IH) Spinal Cord Impactor device (Infinite Horizon’s, LLC, Lexington, KY). Core temperature was maintained at 37°C during surgery with a homeothermic blanket. Immediately after the injury, the musculature and skin incision were sutured with sterile 5-0 Vicryl and 2 mL lactated Ringer’s solution was given subcutaneously. Animal in the sham control group received laminectomy without contusion. Each animal was given 0.25% bupivicaine solution subcutaneously at 2.5mg/kg as analgesic right before surgery. After surgery, each animal received subcutaneous injection of buprenorphine at 0.05 mg/kg twice per day for 3d. Gentamycin was injected subcutaneously at 2 mg/kg once right before surgery and then daily for 3d post-injury. Bladders were emptied twice per day for 7d post-injury or until voiding returned. Rats that were not hind limb-paralyzed 24hr post-injury were excluded from the study, which indicated a failed induction of moderate contusive spinal cord injury. Rats that could not reach water or food, had severe infection in the paralyzed limb(s), or exhibited signs of unrelieved pain, autophagy, or excessive weight loss which persists for 2 weeks were euthanized and excluded.

**Sample processing and quality control**

Library preparation and sequencing of samples were performed in different batches based on the SCI time points and the sequencing availability. Batch assignments are listed in Supplementary Table S1. No batch effects were identified. 

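Within a group, libraries of different batches exist only for control and 1 M. Control replicates 1 and 2, from the same batch, correlated at 0.952, and control replicate 3, from another batch, at 0.970 and 0.968 with them. The 1 M replicates 1 and 2, from the same batch, correlated at 0.984, and replicate 3, from another batch, at 0.970 and 0.983 with them. Control and SCI libraries cannot be compared within a batch, since each batch held one or the other.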

After sequencing, sample quality was assessed by metrics obtained using FastQC1. The most relevant metrics for all the sample are listed in Supplementary Table S1.

**Sample correlation assessment**

The similarity among biological replicates was determined by the pairwise Pearson correlation coefficient of log2 transformed and quantile normalized FPKM values of expressed genes among all samples. The correlation matrix included in Supplementary Table S1 shows that the similarity among the biological replicates is high (greater than 96%); however, the correlation coefficient is lower between sample 6M3 and other replicates from 6M. Therefore, we did not include this outlier sample in the final analyses.

**SUPPLEMENTARY FILES**

**Supplementary Table S1.** Contains information about the processing/sequencing batches, sample quality control metrics, and sample correlation coefficients. Quality control metrics were computed with FastQC. Pearson correlation coefficients were calculated pairwise from the log2 quantile normalized FPKM values of all the expressed genes.

**Supplementary Table S2.** Protein-coding and lncRNA gene expression levels (FPKM) calculated using Cufflinks v2.2.1 with default parameters. Any FPKM less than 0.1 was set to 0.1 to avoid ratio inflation. The column ‘type’ is used to differentiate protein-coding genes from lncRNAs.

**Supplementary Table S3.** Differential expression analysis results obtained comparing SCI samples (1M, 3M, and 6M) to sham controls. Analysis was performed with DESeq using the raw counts for all annotated genes. For each time point, genes are divided into protein-coding genes and lncRNAs (separate worksheets in XLS file). The column “expressed” indicates if the gene’s FPKM > 1 in at least one sample. The column “upRegIn” indicates if the gene was considered differentially expressed and upregulated in SCI or control group. Differentially expressed genes fulfilled three criteria: a) are expressed, b) FC >2, and c) FDR < 0.01. Differentially expressed genes DEGs common to all time points or unique to each time point are listed as separate worksheets.

**Supplementary Table S4.** Changes in gene expression of cell-specific markers 2,3,4 for astrocytes, neurons, oligodendrocytes, microglia/macrophages, and endothelia. Changes in gene expression represent the alterations in the spinal cord tissue which consists of a mixture of different types of cells. Mean log2 of fold-changes in DESeq normalized read counts at each time point represent the fluctuations of expression. Values for DEGs indicate significant upregulation (red) or downregulation (green), and non-DEGs were labeled as ‘NS’.

**Supplementary Table S5.** Canonical pathways enriched at each time point after SCI. Only significantly enriched pathways (*p*-value < 0.05) are listed, with each time point shown on a separate worksheet. Positive z-score indicates a canonical pathway is activated and negative z-score indicates a canonical pathway is inhibited, while ‘N/A’ indicates that prediction for the pathway is not currently possible. More detailed information regarding the analysis and parameters can be found at: [http://www.ingenuity.com/products/ipa#/?tab=resources](http://www.ingenuity.com/products/ipa" \l "/?tab=resources).

**Supplementary Table S6.** Top 10 DEGs (including protein-coding genes and lncRNAs) from each time point according to the log2 fold-changes in DESeq mean normalized read counts.

**Supplementary Table S7.**  Hierarchical cluster membership of DE protein-coding genes and lncRNAs (fold-change > 2 and FDR < 0.01). Related to heatmap in Fig. 1C.

**Supplementary Table S8.** Combined lncRNA annotation obtained from Ensembl and NCBI repositories. File includes gene ID, transcript ID, genomic location, status, and locus classification (related to Fig. 3). The “status” column indicates if the gene annotation is known (matching a public scientific database such as RefSeq) or novel (predicted or computationally derived).

**Supplementary Table S9.** Association matrix of DE lncRNAs and functional gene sets. Gene sets (rows) and lncRNAs (columns) are associated with NES (normalized enrichment score) value calculated using GSEA. Only associations with FDR < 0.25 are presented in the matrix. Related to Fig. 5A.

**Supplementary Table S10.** DE lncRNA classification. DE lncRNAs are listed with their closest protein-coding gene neighbor, the distance between them, Pearson correlation coefficients for expression, and a column (both.DE) depicting whether both genes (lncRNA and protein-coding neighbor) are differentially expressed. Related to Figs. 5B and C.

**Supplementary Table S11.** Predicted TF binding motifs. The tab ‘TF.motifs’ contains an association matrix between DE lncRNAs (rows) and TFs (columns) with TF motifs present in the regulatory regions of more than 100 lncRNAs. A value of ‘1’ indicates that a TF binding motif was found, ‘0’ indicates that a known TF binding motif was not found. The tab ‘correlation.TF.DE.lncRNA’ corresponds to the Pearson correlation coefficients obtained by comparing log2-transformed FPKM expression between DE lncRNAs and TFs throughout all samples. Related to Figs. 6A and B.

**Supplementary Table S12.** Rat DE lncRNAs located in homologous regions harboring SNPs in the human genome.

**Supplementary Table S13.** Primer sets for qPCR verification.

**References**

1. FastQC: A quality control tool for high throughput sequence data. Available at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/. (Accessed: 1st January 2016)

2. Zhang, Y. *et al.* An RNA-Sequencing Transcriptome and Splicing Database of Glia, Neurons, and Vascular Cells of the Cerebral Cortex. *J. Neurosci.* **34,** 11929–47 (2014).

3. Darmanis, S. *et al.* A survey of human brain transcriptome diversity at the single cell level. *Proc. Natl. Acad. Sci.* **112,** 7285–7290 (2015).

4. Kozlenkov, A. *et al.* Differences in DNA methylation between human neuronal and glial cells are concentrated in enhancers and non-CpG sites. *Nucleic Acids Res.* **42,** 109–27 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

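RNA-seq of rat spinal cord was analysed from 11 libraries, 3 of control and 3 each of 1 M and 3 M and 2 of 6 M after SCI. Each library holds RNA of 3 rats. The 6 M library that the authors excluded was not analysed here, and no sample was left out by its values.

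The authors aligned 100-bp paired-end reads to the rat genome Rnor6 with TopHat2 2.1.0 at default settings. The deposited counts are raw read counts per gene from HTSeq-count for 30443 genes of Ensembl and NCBI annotation, without further normalization, and the tables hold no line of unassigned reads. The authors estimated FPKM with Cufflinks 2.2.1 and set values below 0.1 to 0.1 before they were deposited, which 41.8% of the FPKM values equal. HTSeq's version and strand setting are not given in the sources used here. Reads of near-identical genes or overlapping genes may therefore have been lost or shared, and 330 gene names stand for more than 1 gene and were not used as names. In 60 genes the counts were 0 in every library although FPKM passed 1, so the 2 kinds of values do not cover the same genes.

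Library totals ran from 10057646 to 49986531 counts, lowest in the controls, so low genes are measured with less precision in control than after SCI. A count of 0 in all controls was replaced by 3 counts over the control libraries together to give a lower bound of the fold change, and for genes with 1 to 3 counts in a group the ratio is given with an exact counting interval. Such intervals cover counting error only. They are too narrow at 1 M if both mates of a pair were counted in 1 M replicate 1, whose total exceeds its number of read pairs, and this could not be checked. For the counts as deposited, p-values measure the spread between pools of rats.

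Genes with FPKM over 1 in at least 1 library were tested, 14867 in all. edgeR 4.0.16 (TMM scaling, quasi-likelihood test with robust estimation) was run in R 4.3.3 in a single fit over the 11 libraries with condition as the only term, and p-values were adjusted by Benjamini-Hochberg over the tested genes. Each time was compared with control and the times with each other. A DEG had an adjusted p under 0.01 and a fold change over 2, and single genes and members of gene lists were judged at an adjusted p under 0.05. The authors' text says that DESeq was run on genes with FPKM over 1, and the legend of Table S3 says on all annotated genes, so the first was followed here and the other tried as an alternative.

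The test was tried on simulated counts with the means and library sizes of the 14867 genes, of which 100 were changed 2-fold and 100 were changed 4-fold. The changed genes were drawn only from well-counted genes, and each gene had the average spread of its level, so the shares do not cover low genes. For 1 M against control, edgeR gave an adjusted p under 0.05 in 83% of the former and 98% of the latter, and in 10 of 14667 unchanged genes, of which 1 was called a DEG.

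Gene lists, the comparisons, the tests and the alternatives were written before the data were examined. The 54 gene lists cover pathways and cell types of the injured cord, and 51 had at least 3 tested members. Genes are named in the text under 4 rules. The first takes the genes the study names in its results and discussion, in Figs 2, 5B, 5C, 6A and 7 and in Tables S4 and S6, whose values in these tables had been seen, and the second the members of the gene lists. Under the third, for each time the 10 highest and 10 lowest log2 fold changes among DEGs whose libraries do not overlap in CPM were taken, and under the fourth the 5 highest and 5 lowest between times. Bulk tissue was sequenced, so a list of cell type markers is described as a list and not as a number of cells. Values of some single genes are not reported here.

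Library correlations, clustering (Ward, 5 clusters on z-scores), neighbouring genes and transcription factors followed the authors' procedures on FPKM, with libraries as replicates in place of genes where a p-value is given. Set tests used camera in limma 3.58.1. The copies of Tables S2, S3, S7, S8, S9 and S11 held here are incomplete, of Table S3 the first 1999 genes of the 1 M sheet and 1749 of the 3 M sheet. No test of overlap with them was run, and the part held of Table S3 was only compared gene by gene.

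The alternatives were DESeq2's size factors, total counts or upper quartiles in place of TMM, the Wald test of DESeq2 1.42.0, limma on log2(FPKM + 1), no filter, edgeR's filterByExpr, a fit of only the groups compared, the replicate number as a block, 1 batch per group, 2 other thresholds, and leaving out each library in turn. A further 3 were added after the values had been seen. In these, the counts of 1 M replicate 1 were divided by 2, size factors were taken after adding 1 to every count, and the trend of each library with gene length was removed.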

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

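The correction for gene length, the size factors after adding 1, the total counts without the 20 highest genes and the tests on granulocyte genes were chosen only after the results were seen.

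Changes between times after SCI were tested directly. The gene lists named in this paragraph were picked because many of their members passed that test in the same direction, so their counts are no separate evidence. The numbers of genes called depend on the fit and on single libraries, as given below. At the thresholds of a DEG, edgeR called 94 genes for 3 M against 1 M, where each time had 3 libraries, and 266 for 6 M against 1 M. The median log2 difference of the markers of fibroblasts and meninges at 3 M against 1 M was 0.96, with 8 of 14 (edgeR, 8 adjusted over the list alone) higher, and that of the BMP ligands was 0.85, with 3 of 6 (edgeR, 6 adjusted over the list alone) higher. At 6 M against 1 M the median was 0.65 for genes of mural cells, with 5 of 10 (edgeR, 5 adjusted over the list alone) higher, 0.80 for genes of Schwann cells, with 6 of 10 (edgeR, 8 adjusted over the list alone) higher, and 1.12 for genes of ependyma and cilia, with 9 of 12 (edgeR, 10 adjusted over the list alone) higher. The 6 M libraries form a batch of their own, so batch and time cannot be told apart in the comparisons of 6 M. Within batch 2, 3 M and 1 M differed in 1 gene at these thresholds, against 22 without 1 M replicate 3 alone and 40 without control replicate 3 alone, the 2 libraries left out there, and 1 without 1 M replicate 1, which is of batch 2. The medians within batch 2 were 0.95 for fibroblasts and meninges and 0.86 for BMP ligands.

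Several groups of genes that the paper's text does not discuss changed against control. The lysosomal genes had a median log2 fold change of 1.16 at 1 M, with 16 of 18 (edgeR, 17 adjusted over the list alone) higher. The interferon-responsive genes had 1.88 at 1 M, and the complement genes 1.76. Sost, which the paper's text does not name, stood at 7.72 CPM at 1 M with 0 counts in the controls.

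Genes of oxidative phosphorylation fell, with median log2 fold changes of -0.88 at 1 M, -0.95 at 3 M and -0.76 at 6 M (62, 66 and 57 of 72 fell and none rose, edgeR). Gene length, which correlated with the log2 fold change (Spearman's rho 0.213, 0.142 and 0.123 across 14799 genes, which are not independent replicates), is excluded as the whole cause, since with the length trend of each library removed the median nearest 0 was -0.64. A few highly expressed genes are excluded as well, since the 20 highest held 13.0% to 16.1% of the counts of each library, and leaving them out of the total counts moved the median nearest 0 from -0.53 to -0.56, away from 0 (TMM trims such genes, so leaving them out tests nothing there). Batch stays open, because it is confounded with injury. Control replicate 3, from another batch than controls 1 and 2, differed from their mean by -0.042 on the log2 scale while the SCI libraries differed from the controls by -0.82. The -0.042 hides the spread of the controls, since replicates 1, 2 and 3 had list means of 6.73, 7.34 and 6.99 log2 CPM. Controls 1 and 2, of the same batch, lay farthest apart. The SCI libraries had 5.91 to 6.51. The size of the fall depends on the scaling, with medians of -0.66, -0.72 and -0.53 with total counts and -0.30, -0.43 and -0.26 after adding 1 to every count, whereas a loss of neurons or another effect of SCI, which may account for the fall, and the age of the rats stay open and were not tested.

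Granulocyte genes fell in most members at 1 M and 6 M, with median log2 fold changes of -2.33, -0.996 and -3.26 at 1 M, 3 M and 6 M (9, 4 and 10 of 11 fell and 1, 1 and 1 rose, edgeR, with 9, 2 and 10 and 1, 1 and 1 adjusted over the list alone). Blood left in the control cords stays open, since the paper describes perfusion with PBS at 1 M, 3 M and 6 M after SCI but does not state it for the controls, and erythroid genes, the most abundant of blood, had medians of 0.48, 1.73 and 0.046, the lowest being 0.0463, with standard errors of their level between libraries of 0.664, 0.903 and 0.684, but a larger amount of blood of the same make-up is excluded as the whole source, since the mean log2 CPM of granulocyte genes minus that of erythroid genes was -2.82, -3.01 and -3.14 in the controls and at most -4.54 in the SCI libraries, and its change nearest 0 was -1.68. Bone or marrow brought along with the control cords cannot be told apart from a loss of granulocytes. The medians of bone and cartilage genes were -1.03, -1.13 and -1.50 and those of B and plasma cell genes 0.27, 0.27 and -2.19, so all 3 groups lay below 0 at 6 M and B and plasma cell genes above 0 at 1 M and 3 M. These medians rest on 4 and 3 tested genes. The B and plasma cell genes were also low, with a mean log2 CPM of -1.33 to 1.26 in the libraries. Granulocyte levels overlapped those of the controls at 3 M only, and control replicate 1 was the lowest control on all 4 lists, with a mean log2 CPM of granulocyte genes of 1.23, 2.62 and 2.65 in the controls, 1.01, 0.54 and 0.085 at 1 M, 0.94, 1.04 and 2.01 at 3 M and -0.54 and -0.30 at 6 M. The sham operation of the controls stays open as an untested biological explanation.

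For the mean of the 3 times against control, edgeR called 3193 genes, with at most 349 genes in the other 99 of 100 splits of the libraries drawn, so that 1 split, the real one, gave as many. Of the others, only those that took all 1 M or all 3 M libraries as controls gave any calls, 349 and 331. The rest mixed libraries of different groups, which widens the spread within groups, and gave 0. The splits cannot separate injury from batch or another difference between groups, so no verdict on chance is drawn from them. The other comparisons allow 10 splits, too few for a share under 0.05. The real and the highest other counts were 2392 and 0 protein-coding genes and 211 and 0 lncRNAs at 1 M, 3255 and 0 and 258 and 0 at 3 M, and 94 and 0 genes for 3 M against 1 M. For gene lists past the set test they were 28 and 30 at 1 M, where 2 of the 10 splits gave as many, and 34 and 32 at 3 M.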

How the results depend on the processing

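The settings with size factors after adding 1, with the length trend removed and with the counts of 1 M replicate 1 divided by 2 were chosen only after the results were seen.

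The numbers of protein-coding DEGs at 1 M, 3 M and 6 M stayed within 1.5 times of 2392, 3255 and 2787 under DESeq2's size factors, total counts, upper quartiles, the DESeq2 test, limma, both filters, the replicate block and the looser adjusted p, and so did the genes called for the mean of the 3 times. Their balance between directions did not. For protein-coding genes upregulated and downregulated at 1 M, upper quartiles gave 1727 and 626, no filter 1749 and 577, filterByExpr 1702 and 669, limma 1803 and 366, and adding 1 to every count 3355 and 149. At 6 M upper quartiles gave 1833 and 1041, and limma gave 2306 and 680 at 3 M and 1673 and 647 at 6 M. For lncRNAs, total counts gave 112 and 67 at 1 M, 141 and 118 at 3 M and 128 and 79 at 6 M, limma 68 and 24, 93 and 47 and 60 and 43, and at 1 M upper quartiles 101 and 89 and no filter 104 and 85. At any fold change, 2462 and 3046 protein-coding genes passed at 1 M. With the counts of 1 M replicate 1 divided by 2, 2624 genes were called at 1 M, of which 2596 were among the 2603 called before.

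The counts below moved by more than 1.5 times, and apart from stricter or looser thresholds, fewer groups or fewer libraries the cause was not tested. With an adjusted p under 0.01 and any fold change, the protein-coding genes numbered 5508, 6530 and 5337, those called at all times 4072, those only at 1 M 705 and those for the mean of the 3 times 7655. With 1 batch per group there were 1505 protein-coding genes and 95 lncRNAs at 1 M and 164 genes only at 1 M. With the groups fitted alone, 1741 protein-coding genes and 82 lncRNAs were called at 6 M and 1134 genes at all times. With limma the lncRNAs numbered 92, 140 and 103, and the genes only at 1 M 241. After adding 1 to every count, 2732 genes were called at all times. Leaving out single libraries gave 139 to 225 lncRNAs at 1 M (lowest without control replicate 2), 1747 to 2939 protein-coding genes and 100 to 220 lncRNAs at 6 M (both lowest without 6 M replicate 2), 223 to 538 genes only at 1 M (lowest without 1 M replicate 3) and 551 to 1239 genes in the largest falling cluster (lowest without 6 M replicate 1). That cluster, of 1191 genes with all libraries, held 642 without control replicate 2, 719 without control replicate 3, 766 without 1 M replicate 2, 604 without 1 M replicate 3, 600 without 3 M replicate 1, 640 without 3 M replicate 2, 660 without 3 M replicate 3 and 551 without 6 M replicate 1.

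Between times, 3 M against 1 M gave 94 genes, but 435 with DESeq2, 57 with limma, 1 with 1 batch per group, 331 fitted alone, 376 at an adjusted p under 0.05, 208 at any fold change, 42 after adding 1, and 1 to 338 without single libraries, of which only control replicates 1 and 2 moved it by less than 1.5 times. It was 1 without 1 M replicate 1 or 3 M replicate 1, 2 and 22 without 1 M replicates 2 and 3, 11 and 15 without 3 M replicates 2 and 3, 338 and 334 without 6 M replicates 1 and 2, and 40 without control replicate 3. The count of 266 for 6 M against 1 M became 559 with DESeq2, 159 with limma, 60 with 1 batch per group, 0 fitted alone, 555 at an adjusted p under 0.05, 438 at any fold change and 0 to 740 without single libraries, namely 177 without control replicate 3, 117 without 1 M replicate 1, 67 without 1 M replicate 2, 164 without 3 M replicate 1, 175 without 3 M replicate 2, 740 without 6 M replicate 1 and 0 without 6 M replicate 2. The count of 0 for 6 M against 3 M (edgeR, 1043 at an unadjusted p under 0.05) became 24 with DESeq2, 2 with limma, 1 without a filter, with an adjusted p under 0.05 or at any fold change, and 0 to 2 without single libraries, highest without control replicate 2. Replicate numbers do not pair the libraries, since the deviations of 15 same-numbered pairs correlated at a median of -0.0175 (-0.466 to 0.336, 5 pairs over 0.1), against 0.0618 for 30 pairs of different numbers, and with the replicate number as a block 3 M against 1 M gave 14 genes and 6 M against 1 M 60.

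Of 95 calls of gene lists by camera, 0 were left with an estimated correlation. The mean replicate correlation of 0.974 was 0.989 over all genes and 0.986 on log2(FPKM + 1). The rise of the median lncRNA FPKM, 0.33, was 0.0772 over DEGs. The 2747 pairs of transcription factor and lncRNA past the limits became 179 over the 8 SCI libraries and 428 over residuals from the group means.

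For the genes named in the text, at 3 times each, 5491 values under the alternatives other than adding 1 and the length trend stayed on the same side of the test, 80 were lost, 67 were gained and 11 that passed before or after changed sign, and without single libraries 5574 stayed, 87 were lost, 15 were gained and 0 that passed before or after changed sign. Among values that passed before or after, the sign turned with total counts for Smad7 at 3 M (log2 fold change 0.0074). It turned with limma for Id2 at 1 M (log2 fold change 0.43), Scd2 at 1 M (log2 fold change 0.10), Smad7 at 1 M (log2 fold change 0.0032), Smad9 at 1 M (log2 fold change 0.10), Znf740 at 1 M (log2 fold change 0.091), Hdac2 at 3 M (log2 fold change 0.50), Scd2 at 3 M (log2 fold change 0.14), Smad7 at 3 M (log2 fold change 0.053), Znf740 at 3 M (log2 fold change 0.21) and Hdac2 at 6 M (log2 fold change 0.35). Of 516 values, past the test or not, the sign turned for 1 with DESeq2 size factors, 10 with total counts, 7 with upper quartiles, 24 after adding 1 and 11 with the length trend removed. The cause was not tested. The controls hold the fewest counts, so genes low in control have the widest errors.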

Differences from the paper's values

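The setting with size factors after adding 1 to every count was chosen only after the values were seen, and the other settings before the data were examined. Numbers of DEGs are at the paper's thresholds, on 2 libraries of 6 M.

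For upregulated protein-coding genes at 1 M, the paper's value is 2805 and the value here 1471, with total counts and any fold change within 1.5 times of the paper's and the others of 12 alternatives not. At 3 M, the paper's value is 3265 and the value here 1787, with total counts, limma and any fold change within 1.5 times of the paper's and the others of 12 alternatives not. At 6 M, the paper's value is 2545 and the value here 1482, with total counts, upper quartiles, no filter, filterByExpr, an adjusted p under 0.05 and any fold change within 1.5 times of the paper's and the others of 12 alternatives not. For downregulated protein-coding genes at 1 M, the paper's value is 130 and the value here 921, and none of the 12 alternatives came within 1.5 times of the paper's. At 3 M for the same, the paper's value is 716 and the value here 1468, with total counts and limma within 1.5 times of the paper's and the others of 12 alternatives not. At 6 M for the same, the paper's value is 661 and the value here 1305, with total counts, limma and the groups fitted alone within 1.5 times of the paper's and the others of 12 alternatives not. With size factors after adding 1, chosen after seeing the values, the numbers here are 3355 and 149 at 1 M, 3726 and 677 at 3 M and 3280 and 708 at 6 M. This setting drops 6 of 1943 DEGs in the part of Table S3 held here at 1 M and 1 of 1722 at 3 M, where TMM drops 741 and 194. The copy is incomplete, and a scaling that raises log2 fold changes after SCI keeps upregulated genes more readily. The drops are therefore no separate evidence for this setting.

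For lncRNA DEGs at 1 M, the paper's value is 137 and the value here 211, with DESeq2 size factors, total counts, upper quartiles, limma, no filter, filterByExpr, the replicate block, 1 batch per group and the groups fitted alone within 1.5 times of the paper's and the others of 12 alternatives not. For downregulated lncRNAs at 1 M, the paper's value is 17 and the value here 122, with limma within 1.5 times of the paper's and the others of 12 alternatives not. For upregulated lncRNAs at 3 M, the paper's value is 162 and the value here 100, with total counts, upper quartiles, the DESeq2 test, no filter, filterByExpr, an adjusted p under 0.05 and any fold change within 1.5 times of the paper's and the others of 12 alternatives not. For downregulated lncRNAs at 3 M, the paper's value is 77 and the value here 158, and none of the 12 alternatives came within 1.5 times of the paper's. For downregulated lncRNAs at 6 M, the paper's value is 54 and the value here 116, with total counts, limma and the groups fitted alone within 1.5 times of the paper's and the others of 12 alternatives not. After adding 1, chosen after seeing the values, the upregulated and downregulated lncRNAs here are 187 and 23 at 1 M, 223 and 88 at 3 M and 212 and 66 at 6 M.

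The paper's falling cluster holds 79 lncRNAs and the one here 142. Clustering TMM log counts gave 122, which did not come within 1.5 times. Without single libraries it held from 81 (without 6 M replicate 1) to 147 (without control replicate 1), and most of these numbers were within 1.5 times of the paper's. For positive pairs within 5 kb, the paper's value is 50 and the value here 33, with DESeq2 size factors, total counts, upper quartiles, the DESeq2 test, no filter, filterByExpr, the groups fitted alone, an adjusted p under 0.05 and any fold change within 1.5 times of the paper's and the others of 12 alternatives not. For factors of Fig. 6A that are DEGs, the paper's value is 9 and the value here 5, with total counts, upper quartiles, the DESeq2 test, limma, no filter, filterByExpr, the groups fitted alone, an adjusted p under 0.05 and any fold change within 1.5 times of the paper's and the others of 12 alternatives not. After adding 1, chosen after seeing the values, 57 pairs and 11 factors pass. Among the factors the paper names, Stat3 was called under limma, at any fold change and after adding 1.

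The median log2 fold change of the genes held of Table S3 is 1.68 in the paper and 1.16 here at 1 M (1947 genes), and 1.69 in the paper and 1.25 here at 3 M (1722 genes). For marker genes of Table S4, a different set at each time, it is 2.29 in the paper and 1.75 here at 1 M (23 genes), 1.17 in the paper and 0.71 here at 3 M (47 genes) and 1.22 in the paper and 0.83 here at 6 M (45 genes). Of the 10 alternatives set before the data were examined, limma falls within the spread of the differences for each of these medians, since that spread is wide on its scale, and the others do not. After adding 1, with factors over all 11 libraries together and chosen after seeing the values, the median differences from the paper are -0.0166 and -0.0639 for Table S3 and -0.0189, -0.0630 and -0.0610 for Table S4, on the log2 scale.

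Some statements on single genes differ. The paper states that the genes of the SREBPs were downregulated, where Srebf2 fell and Srebf1 rose at every time here, with a log2 fold change of 2.23 at 3 M, while the SREBP targets Hmgcs1 and Fdps fell here too. The paper states that Slit3 was upregulated at each time, where its adjusted p was 0.647, 0.0784 and 0.0882 (edgeR), with a pass at 3 M and 6 M under total counts, upper quartiles, limma and no filter and without control replicate 1 (adjusted p = 0.0352 and 0.0462, edgeR) and at 3 M under filterByExpr and without 3 M replicate 2 (0.0298, edgeR), and the other genes of that statement rose here. It lists Bmp4 among the ligands upregulated at 3 M and 6 M, where the log2 fold changes were 0.30 and -0.0091 (adjusted p = 0.207 and 0.981, edgeR), with a pass at 3 M under total counts and limma. Its text states that Smad6 and Smad7 were upregulated at 3 M and downregulated at 6 M, and the legend of Fig. 7 that they return to basal levels at 6 M. Here Smad6 rose at 3 M but had -0.051 at 6 M (adjusted p = 0.880, edgeR), and Smad7 was downregulated at both, with -0.22 at 3 M, where total counts and limma gave values above 0 (0.00740 and 0.053).

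Of the R-Smads that the paper calls upregulated, Smad5 rose at every time and Smad1 at 3 M. Among the alternatives set before the data were examined, Smad9 was higher past the test at 3 M only under limma. At 6 M it passed only under total counts, upper quartiles, DESeq2, limma, no filter, filterByExpr and without control replicate 1 (adjusted p = 0.0159, edgeR). Id2, which the paper also calls upregulated, rose at 3 M and, among the same alternatives, passed at 6 M only under total counts and limma. For Miat, which it reports as downregulated, the value at 1 M passed with DESeq2 and in the fit of 1 M and control alone, and those at 3 M and 6 M in edgeR. The paper reports higher FPKM of its lncRNA DEGs after SCI from a test over genes. Over the 319 lncRNAs called here, a different set that was chosen in these same libraries, the difference over libraries was 0.0772 (exact permutation p = 0.321). Of these 319, 45.1%, 44.2% and 44.5% had a higher mean FPKM at 1 M, 3 M and 6 M than in control. The paper's set was not tested in this way, so both values are not like for like. The paper finds chromatin genes in a large cluster with its peak at 1 M. The cluster with that peak here, of only 259 genes, held 0 of 33, with 0.575 expected by chance, which is too few to tell. Median log2 fold changes of these genes here, 0.54, 0.53 and 0.44 at 1 M, 3 M and 6 M, lie below the fold threshold of a DEG. Few of them could thus enter any cluster. The paper counts Stat3 and Jun as DEGs, where both rose here at fold changes below 2. These were 1.64, 1.60 and 1.46 for Stat3 and 1.45, 1.59 and 1.58 for Jun.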

Other observations

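The tests of another scaling, of the total of 1 M replicate 1 and of size factors after adding 1 to the counts of all genes were chosen only after the result was seen.

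Most genes of Schwann cells, the myelinating cells of peripheral nerve, rose at 3 M and 6 M. Of 10 measured, 4, 7 and 9 rose and 0, 1 and 0 fell at 1 M, 3 M and 6 M (edgeR, 4, 8 and 9 and 0, 1 and 0 adjusted over the list alone). Egr2, the transcription factor of peripheral myelination, had log2 fold changes of 1.75 ± 0.22 at 1 M, 1.92 ± 0.22 at 3 M and 2.38 ± 0.24 at 6 M, Gldn, which encodes gliomedin of peripheral nodes, 1.52 ± 0.26, 1.95 ± 0.26 and 2.35 ± 0.28, and the neurotrophin receptor gene Ngfr 1.64 ± 0.13, 1.49 ± 0.13 and 1.33 ± 0.14 (largest adjusted p of the 3 genes = 8.62e-04, edgeR). Of 10 genes of mural cells, which wrap blood vessels, 4, 7 and 8 rose and 0, 0 and 0 fell (4, 7 and 9 and 0, 0 and 0 adjusted over the list alone). Myh11, the myosin of smooth muscle, had 0.85 ± 0.14, 1.74 ± 0.14 and 1.99 ± 0.16, and the pericyte genes Pdgfrb and Rgs5 0.57 ± 0.12, 1.09 ± 0.12 and 0.80 ± 0.13 and 1.41 ± 0.23, 1.43 ± 0.23 and 1.36 ± 0.25 (largest adjusted p of the 3 genes = 0.00232, edgeR). Of 15 genes of the circadian clock, 4, 7 and 7 rose and 4, 3 and 2 fell (4, 7 and 7 and 4, 3 and 2 adjusted over the list alone), with Nr1d1, a repressor of the clock, at 1.00 ± 0.18, 1.43 ± 0.18 and 1.56 ± 0.20 (largest adjusted p = 0.00118, edgeR). The hour of tissue collection is not given in the sources used here.

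Most genes of the lysosome and of LXR and lipid efflux rose. Of 18 lysosomal genes, 16, 15 and 15 rose at 1 M, 3 M and 6 M (edgeR, 17, 16 and 15 adjusted over the list alone), and 7 were lower at 6 M than at 1 M (10 adjusted over the list alone). The protease gene Ctsb had 1.97 ± 0.13, 1.65 ± 0.13 and 1.18 ± 0.14, Npc2, which moves cholesterol out of lysosomes, 1.64 ± 0.17, 1.17 ± 0.17 and 0.85 ± 0.19, and Lipa, the acid lipase, 1.07 ± 0.089, 0.80 ± 0.089 and 0.76 ± 0.10 (largest adjusted p of the 3 genes = 0.00339, edgeR). Of 10 genes of LXR and lipid efflux, 9, 9 and 8 rose and 1, 0 and 0 fell (9, 9 and 8 and 1, 0 and 0 adjusted over the list alone). Plin2, which coats lipid droplets, had 2.17 ± 0.091, 1.77 ± 0.090 and 1.42 ± 0.10, the lipid transfer gene Pltp 1.93 ± 0.12, 2.04 ± 0.12 and 1.75 ± 0.13, and Nr1h3, which encodes the receptor LXR alpha, 0.56 ± 0.16, 1.11 ± 0.16 and 1.09 ± 0.17 (largest adjusted p of the 3 genes = 0.0125, edgeR). Among the falling genes of oxidative phosphorylation, Atp5d, a subunit of the ATP synthase, had -1.26 ± 0.23, -1.31 ± 0.23 and -1.32 ± 0.27, and Cox6c, a subunit of cytochrome c oxidase, -1.02 ± 0.20, -1.20 ± 0.20 and -0.87 ± 0.23 (largest adjusted p of both = 0.00888, edgeR). Batch is confounded with SCI for all of these genes.

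The log2 fold changes of Table S3 lay above those computed here, by a median of 0.528 for the 1947 genes compared at 1 M and 0.438 for 1722 at 3 M. The offset was nearly the same for most genes, with a largest interquartile range of 0.0270, as another scaling of the libraries would give. Some genes lay farther off, since the SD of the difference was 0.14 at 1 M and 0.121 at 3 M. The large count total of 1 M replicate 1 is excluded as the cause, since the 3 M genes, which do not involve it, had a median offset of 0.438. With size factors taken over the libraries of each comparison after adding 1 to every count, the larger median offset was 0.199 over protein-coding genes, which leaves the question open, and -0.00169 over all genes in the table, so a candidate explanation is that many genes at 0 counts drew the factors of deep and shallow libraries together. The ratio of these factors between SCI and control was 2.62, 2.21 and 2.24 at 1 M, 3 M and 6 M without and 1.88, 1.61 and 1.66 with 1 added, which raises every log2 fold change after SCI, and whether the authors added 1 is not given in the sources used here.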
